# Dynamics of Small RNA Profiles of Virus and Host Origin in Wheat Cultivars Synergistically Infected by *Wheat Streak Mosaic Virus* and *Triticum Mosaic Virus*: Virus Infection Caused a Drastic Shift in the Endogenous Small RNA Profile

**DOI:** 10.1371/journal.pone.0111577

**Published:** 2014-11-03

**Authors:** Satyanarayana Tatineni, Jean-Jack M. Riethoven, Robert A. Graybosch, Roy French, Amitava Mitra

## Abstract

Co-infection of wheat (*Triticum aestivum* L.) by *Wheat streak mosaic virus* (WSMV, a *Tritimovirus*) and *Triticum mosaic virus* (TriMV, a *Poacevirus*) of the family *Potyviridae* causes synergistic interaction. In this study, the effects of the synergistic interaction between WSMV and TriMV on endogenous and virus-derived small interfering RNAs (vsiRNAs) were examined in susceptible (‘Arapahoe’) and temperature-sensitive resistant (‘Mace’) wheat cultivars at 18°C and 27°C. Single and double infections in wheat caused a shift in the profile of endogenous small RNAs from 24 nt being the most predominant in healthy plants to 21 nt in infected wheat. Massive amounts of 21 and 22 nt vsiRNAs accumulated in singly and doubly infected Arapahoe at both temperatures and in Mace at 27°C but not 18°C. The plus- and minus-sense vsiRNAs were distributed throughout the genomic RNAs in Arapahoe at both temperature regimens and in Mace at 27°C, although some regions served as hot-spots, spawning an excessive number of vsiRNAs. The vsiRNA peaks were conserved among cultivars, suggesting that the Dicer-like enzymes in susceptible and resistant cultivars similarly accessed the genomic RNAs of WSMV or TriMV. Accumulation of large amounts of vsiRNAs in doubly infected plants suggests that the silencing suppressor proteins encoded by TriMV and WSMV do not prevent the formation of vsiRNAs; thus, the synergistic effect observed is independent from RNA-silencing mediated vsiRNA biogenesis. The high-resolution map of endogenous and vsiRNAs from WSMV- and/or TriMV-infected wheat cultivars may form a foundation for understanding the virus-host interactions, the effect of synergistic interactions on host defense, and virus resistance mechanisms in wheat.

## Introduction

Co-infection of plants with two or more viruses is common in nature because plants are susceptible to multiple viruses. Additionally, many hemipteran vectors transmit more than one virus, thus causing mixed infections by related or unrelated viruses [1], leading to antagonistic or synergistic interactions [2]. Antagonistic interactions result from infection of plants by a virus, followed by different strains of the same virus at different times, where only one virus strain is the beneficiary, and its preexistence prevents superinfection by a second virus [3], [4]. In contrast, synergistic interactions among unrelated viruses in mixed infections display a facilitative effect on one or both of the viral partners, with more severe symptoms than those induced by individual viruses [5]–[11]. Synergistic interactions among some other virus combinations have been reported as host-dependent [8], [11]–[13], suggesting that in addition to interactions among viral partners, successful interaction between viral and host proteins might play an important role in synergistic interactions. However, several aspects of synergistic interactions are not clearly understood. For example, how does co-infection by two unrelated viruses cause more severe symptoms than infection by individual viruses? What are the effects of virus-encoded RNA silencing suppressor proteins on host defense mechanisms in co-infected plants compared with plants infected by individual viruses?

Plant viruses are considered to be strong inducers as well as targets of host RNA silencing. RNA silencing is one of the most important antiviral defense mechanisms used by plants against viral infections [14], [15]. In addition to antiviral defense, RNA silencing regulates several plant developmental processes, transposon control, DNA methylation, and chromatin modification [16], [17]. Viral double-stranded (ds) RNAs, generated by viral RNA-dependent RNA polymerases as replication-intermediate forms or as highly structured portions of single-stranded viral genomic and sub-genomic RNAs, trigger the antiviral RNA silencing defense mechanism in plants [18]–[22]. These dsRNAs are recognized by Dicer-like (DCL) ribonucleases and are processed into 21 to 24 nucleotide (nt) short dsRNAs known as virus-derived small interfering RNAs (vsiRNAs) [23]–[27]. Two classes of vsiRNAs have been identified in virus-infected plants, namely, primary vsiRNAs derived from the initial cleavage of virus derived dsRNA-like structures by DCLs, and secondary vsiRNAs formed by amplification of primary vsiRNAs by host RNA-dependent RNA polymerases (RDRs) [24], [28]. These vsiRNAs are recruited by Argonaute (AGO) proteins to form a multiprotein effector complex, an RNA-induced silencing complex (RISC), and guide the cleavage of homologous RNAs in a sequence-specific manner, or induce translational repression or chromatin modification [29]–[32].

Both monocotyledonous and dicotyledonous plants contain DCL ribonucleases, AGOs and RDRs, the core components of host RNA silencing [30]. In *Arabidopsis thaliana* (L.) Heynh, 4 DCLs, 10 AGOs, and 6 RDRs have been identified [33]. Among monocots, the RNA silencing phenomenon and its components have extensively been studied only in rice (*Oryza sativa* L.). So far, in rice, 8 DCLs, 19 AGOs and 5 RDRs have been identified [34]. The presence of different numbers of RNA silencing core components in rice and *A. thaliana* suggests that different RNA silencing pathways might be utilized by these two angiosperms. The mechanisms of RNA silencing were extensively studied in *A. thaliana* using mutant plants that defined the roles of DCLs, AGOs and RDRs in RNA silencing [35]. In addition to the processing of endogenous precursor RNAs to sRNAs, all four DCLs found in *A. thaliana* have been implicated in the formation of vsiRNAs [36], [37]. However, their action is hierarchical, with DCL4 and DCL2 being the main contributors [23]. Loading vsiRNAs on to the AGO complex in plants is preferentially, but not exclusively, dictated by the 5′-terminal nucleotide of vsiRNAs [38].

Wheat (*Triticum aestivum* L.) is the world’s most widely grown crop, covering 200 million hectares with an annual production of 681 million tons in 2011, slightly behind maize (*Zea mays* L.) and rice, providing the primary source of carbohydrates, proteins, vitamins, and minerals for the world’s population [39]. The 17-gigabase-pair hexaploid wheat genome is complex, about three times larger than the human genome [40], [41]. Among viral pathogens infecting wheat in the Great Plains region of the United States, the main U.S. wheat-growing region, *Wheat streak mosaic virus* (WSMV) is the most economically important virus causing significant yield losses [42], [43]. Recently, *Triticum mosaic virus* (TriMV), a new virus, was reported from several Great Plains states [44]–[46]. WSMV and TriMV are the type members of the *Tritimovirus* and *Poacevirus* genera, respectively, in the family *Potyviridae* [47], [48]. Both of these viruses are vectored by *Aceria tosichella* Keifer, the wheat curl mite [49]–[51], resulting in mixed infections in growers’ fields [44], [52]. Wheat cultivar (cv.) Mace is resistant to WSMV at temperatures below 19°C [53]. Mace’s resistance to WSMV is conditioned by the *Wsm*-1 gene, which is also found to provide similar levels of resistance to TriMV [8], [52]. *Wsm-1* was introduced to wheat from the related perennial grass *Thinopyrum intermedium* (Host) Barkworth & D.R. Dewey [54].

WSMV and TriMV possess limited sequence homology but interact synergistically in co-infected susceptible wheat cvs. Arapahoe and Tomahawk at 19°C and 20 to 26°C, resulting in increased accumulation of both viruses and enhanced disease severity [8], [52]. However, in Mace, double infections induced moderate disease synergism at 20 to 26°C but not at 19°C. The P1 proteins of WSMV and TriMV have been reported to be involved in the suppression of local and systemic RNA silencing in *N. benthamiana* 16c plants [55], [56]. However, the response of wheat defense mechanisms against single and double infections in susceptible and resistant wheat cultivars with WSMV and TriMV has not been examined, and it is not known how viral infection(s) trigger cascades of host defense mechanisms that cause production of vsiRNAs, an important component of host RNA silencing.

In this study, the dynamics of endogenous sRNAs and vsiRNAs were examined in WSMV and/or TriMV-infected susceptible and temperature-sensitive resistant wheat cultivars as a first step toward understanding virus-host interactions in synergistic infections.

## Materials and Methods

### Virus source

*In* *vitro* transcripts from an infectious cDNA clone of WSMV isolate Sidney 81 were inoculated onto wheat (cv. Tomahawk) seedlings at the single leaf stage [57]. A TriMV Nebraska isolate was activated from dried wheat leaves that were stored at 4°C in a 125-ml Erlenmeyer flask over anhydrous calcium sulfate [48] by inoculating wheat seedlings at the single-leaf stage. WSMV, TriMV and WSMV plus TriMV inocula were prepared from 12 dpi wheat cv. Arapahoe infected with WSMV or TriMV at 1∶20 dilution in 20 mM sodium phosphate buffer, pH 7.0, and mechanically inoculated to wheat cvs. Arapahoe and Mace at the single leaf stage, two pots per inoculum with 12 to 15 seedlings per pot. Inoculated wheat plants were incubated in growth chambers (Percival, Perry, IA) at 18°C and 27°C with a 16 h photoperiod. Fully expanded upper leaves of infected wheat at 16 dpi were harvested for total RNA extraction.

### Isolation of total RNA

One gram of fully expanded upper leaves of wheat infected with WSMV, TriMV, WSMV plus TriMV, or healthy plants was ground in liquid nitrogen into a fine powder, followed by the addition of 5 ml of TriPure isolation reagent (Roche, Indianapolis, IN). The tissue was ground thoroughly and the extract was transferred to an Oak ridge tube. The mortar was washed with an additional 2 ml of TriPure isolation reagent. The extract was vortexed for 30 s, followed by the addition of 1.4 ml of chloroform and vortexed for 30 s. This mixture was incubated at room temperature for 10 min, followed by clarification at 12,000×*g* for 15 min at 4°C. Total RNA was precipitated from the 3 ml aqueous phase by adding an equal volume of isopropanol and incubated at room temperature for 10 min. The RNA was pelleted at 12,000×*g* for 10 min at 4°C, and the pellet was washed with 5 ml of 70% ethanol. The air-dried RNA pellet was suspended in 500 µl of sterile water and stored frozen at –70°C. The amount of total RNA was quantified using a NanoPhotometer (Implene Inc., Westlake Village, CA).

### Northern blot hybridization

Two µg of total RNA was separated on 15% polyacrylamide-urea gels (Bio-Rad, Hercules, CA), followed by electro-transfer to Nylon membranes (Roche). Nylon membranes were probed with DIG-labeled minus-strand RNA riboprobes specific to nt 6303 to 9384 of WSMV or nt 6401 to 10,245 of TriMV. These probes were further hydrolyzed into ∼50 nt long RNA pieces by treatment with sodium carbonate as described in Dalmay et al. [58]. Prehybridization and hybridization were carried out essentially as described in Tatineni et al. [55].

### Isolation of small RNAs

Thirty µg of total RNA was denatured in the presence of 47.5% formamide, 0.1X TBE buffer plus 0.015% of each bromophenol blue and xylene cyanol FF at 95°C for 4 min, followed by incubation on ice for 5 min. Denatured total RNA was separated on a 15% polyacrylamide-urea-TBE gel (Bio-Rad) at 120 V until the bromophenol blue reached the bottom of the gel. Gel slices from just below the center of the xylene cyanol band and extending to three-quarters of the way toward the bromophenol blue band were collected into a 30 ml corex tube containing 5 ml of 0.3 M sodium chloride. The gel slices were crushed into small pieces with a 10 ml syringe piston and incubated in a shaker at 4°C overnight. The supernatant was collected after centrifugation at 10,000 g for 15 min at 4°C. Two ml of 0.3 M sodium chloride was added to acrylamide pieces and incubated in a shaker for 1 h at room temperature. The small RNAs were precipitated from the pooled supernatants by addition of 3 volumes of ice-cold ethanol in the presence of 0.3 M sodium acetate, pH 5.2 and 2 µl of glycogen (Roche), and incubated at −70°C for 1.5 h. The small RNAs were suspended in 350 µl of 0.3 M sodium chloride and loaded onto a spin-x-cellulose acetate filter (Sigma-Aldrich, St. Louis, MO). The spin column was centrifuged at 10,000 g for 2 min at room temperature. The small RNAs were precipitated from the elutant by adding 3 volumes of ethanol in the presence of 0.3 M sodium acetate and 1 µl glycogen for 30 min at −70°C, followed by centrifugation at 12,000 g for 15 min at 4°C. The RNA pellet was washed with 70% ethanol, and the air dried small RNA pellet was suspended in 10 µl sterile water and stored at −70°C.

### Deep sequencing

Small RNA libraries were prepared from gel-eluted small RNA fractions of total RNA using Illumina TruSeq small RNA Sample Prep Kit (Illumina Inc, San Diego, CA), essentially as described in the manufacturer’s instructions at the University of Nebraska-Lincoln Genomics Core Research Facility. Illumina TruSeq SR Cluster Generation Kit v5 was used to generate the cluster at one sample per lane. Amplified library was sequenced on Illumina Genome Analyzer IIx using a 36-cycle sequencing kit to read 36 nts of sequence from a single end of each insert by standard v8 protocol. The raw sequence reads for all 16 samples were deposited in the GEO Omnibus under accession GSE54026.

### Bioinformatics analysis of small RNAs

Residual Illumina TruSeq adapters were removed from the small RNA samples via the *cut-adapt* tool (version 0.9.5, [59]) using the following parameters: a maximum error rate of 15% (−e 15), base trimming when the Phred-like quality score was lower than 45 (−q 45), and iterative removal of adapters up to three times (−n 3). Thus, the cleaned 16 samples contained a grand total of 14 billion bases spanning approximately 570 million reads (Table S1). The number of reads found in healthy and infected wheat cultivars was normalized against the reads of healthy Arapahoe at 18°C (Table S2). The initial size distribution of the small RNAs were determined for each sample via a custom in-house Perl script.

Both healthy and virus-infected samples were mapped via bowtie1 (version 0.12.8, [60]) against the genomes of both WSMV (Ref Seq NC_001886.1) and TriMV (Ref Seq NC_012799.1) to determine the amount of virus-derived small RNAs. The alignment parameters for bowtie1 were as follows: a seed length of 25 (−l 25), one mismatch per seed (−n 1), up to 5 alignments per read (−k 5), suppress any read that maps more than 10 times (−m 10), and valid best alignments (–tryhard –best).

The small RNAs were mapped against WSMV and TriMV genome sequences and small RNAs that did not align to these viral sequences were considered to be of host origin. Similarly, cross-contamination of healthy samples with virus was detected and removed. A custom in-house Perl script was developed to target the small RNAs of interest and to generate information on the final length distribution and the nucleotide frequency at the 5′ end of the small RNAs, as well as coverage information on the virus genomes. As extra filters for the final output, in the case of the healthy samples, any read with a non-called base (N) was removed; for both the healthy and virus-infected samples, small RNAs were size-selected between 18 to 26 nucleotides (inclusive) and reads containing alignment mismatches, or that do not map uniquely, were removed. For the samples with the double virus infection, any RNAs that cross match between the two viruses were removed as well.

MATLAB (2012b, The Mathworks, Inc.) was used to generate coverage graphs of the small RNAs on the virus genomes.

Chi-square analysis was used to determine whether the treatments induced statistically significant changes in the distribution or composition of small RNAs. For each cultivar and temperature treatment, the observed distribution (as percent) of sRNA from 20 to 25 nt in healthy tissue was used as the “expected” class in chi-square calculations.

## Results

### Co-infection of wheat cultivars with WSMV and TriMV caused an increase in the accumulation of vsiRNAs

The effect of the synergistic interaction between WSMV and TriMV on the accumulation of vsiRNAs in wheat cultivars Arapahoe and Mace at 18°C and 27°C was examined by Northern blot hybridization of total RNA using strand-specific digoxigenin (DIG)-labeled riboprobes. The riboprobes hybridized neither with total RNA from healthy wheat cultivars nor another co-infecting virus, suggesting that these riboprobes are highly specific to their respective viruses (Fig. 1). In singly and doubly infected wheat cv. Arapahoe, increased levels of WSMV- and TriMV-specific vsiRNAs accumulated in plants incubated at 27°C compared to 18°C (Fig. 1). In Mace, vsiRNAs were readily detected in singly and doubly infected plants at 27°C but not 18°C, further confirming Mace’s resistance to WSMV and TriMV at 18°C. In wheat cv. Arapahoe at 18°C and 27°C, and cv. Mace at 27°C, increased levels of vsiRNAs accumulated in doubly infected plants relative to levels observed in singly infected plants (Fig. 1), suggesting that synergistic interaction between WSMV and TriMV is not due to the presence of two RNA silencing suppressor proteins.

**Figure 1:**
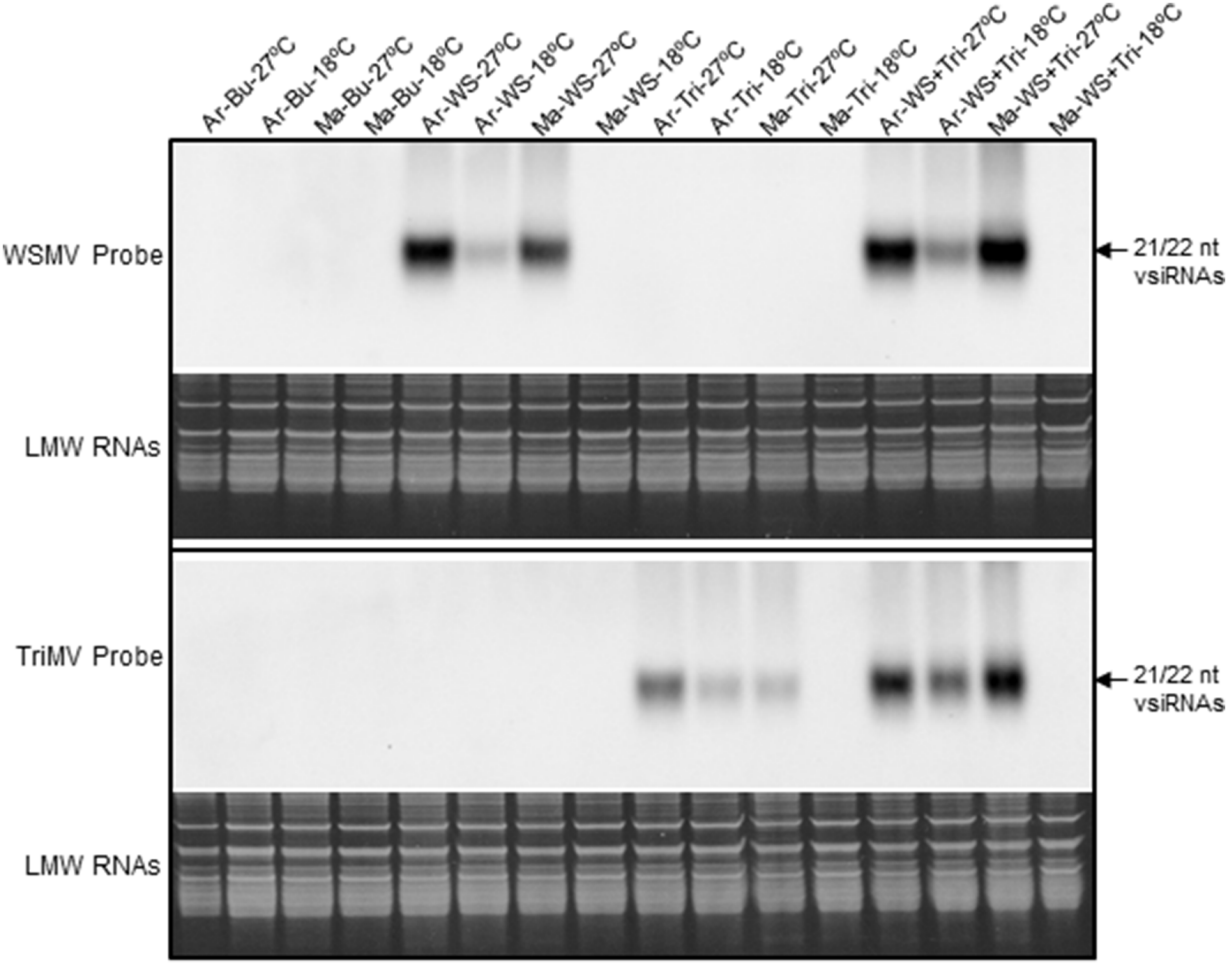
Accumulation of virus-derived small interfering RNAs (vsiRNAs) of plus polarity in WSMV-, TriMV- or WSMV plus TriMV-infected wheat cultivars Arapahoe and Mace at 18°C and 27°C. WSMV and TriMV minus-strand RNA-specific DIG-labeled riboprobes complementary to nucleotides 9384 to 6303 and 10,266 to 6401, respectively, were used for Northern blot hybridization. Riboprobes hydrolyzed to ∼50 nt were used for Northern hybridization of small RNAs. Ethidium bromide stained TBE-urea polyacrylamide gels showing low molecular weight (LMW) RNAs as sample loading control are presented under the Northern blots. Ar: Wheat cv. Arapahoe; Ma: Wheat cv. Mace; WS: WSMV; Tri: TriMV; Bu: buffer.

### High-throughput sequencing of small RNAs from WSMV- and/or TriMV-infected wheat cultivars

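Small RNAs were sequenced from fully expanded upper leaves harvested 16 days after inoculation from healthy, WSMV-infected, TriMV-infected and doubly infected plants of each cultivar at each temperature. Arapahoe is susceptible to both viruses, and Mace carries the resistance gene Wsm-1, which acts at 18°C but not at 27°C. Each condition was represented by 1 library and each library by 1 sequencing lane, so a difference between a pair of libraries has no replicate check. The authors removed adapters and low-quality bases, and deposited each distinct read sequence with its count, the number of times it was read, without normalization. Host and viral reads of all lengths were together in these counts. The median library held 36324840.5 reads. The longest read was 75 nt in healthy Arapahoe at 27°C and in TriMV-infected Arapahoe at 18°C, and 35 nt in the other libraries. Reads with an uncalled base were left out of all libraries. They numbered at least 284974 in 5 libraries (healthy Arapahoe at both temperatures, TriMV-infected Arapahoe at 27°C, and WSMV-infected and doubly infected Mace at 18°C) and at most 46500 in the other 11 libraries. The paper's text names no sequencing date, so these properties were the only record of sequencing batches. Normalized reads are reads multiplied by the total of healthy Arapahoe at 18°C and divided by the total of the library, as in Table S2. Shares from a library are accompanied by 95% Wilson intervals, and the smallest share a library could show was set at 3 reads. Both cover counting error only, because PCR copies of a molecule are not independent.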

To obtain insight into the mechanisms of synergistic interactions among unrelated viruses and the effects of these interactions on host defense mechanisms, the profile of endogenous small RNAs and vsiRNAs was examined from singly (WSMV or TriMV) and doubly (WSMV plus TriMV) infected wheat cultivars Arapahoe (susceptible) and Mace (temperature sensitive-resistant) at 18°C and 27°C.

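The viral sequences used here were assembled from the small RNAs of singly infected Arapahoe at 27°C. The assembled WSMV sequence was 9384 nt long with an open reading frame from nt 131 to 9238 (3035 codons). For TriMV, the sequence was 10266 nt long with an open reading frame from nt 739 to 10077 (3112 codons). The ends, and so the lengths and numbering, were set after uncovered positions had been compared with the paper's coordinates. The same assembly from singly infected Mace at 27°C, with its ends set the same way, differed from these sequences at 0 positions. A read of 18 to 26 nt was counted as virus-derived when it was identical to 1 position of only 1 of the viruses, on either strand. Reads that matched neither virus with up to 1 mismatch were counted as endogenous sRNAs.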

Composition of small RNAs obtained through Illumina Solexa high-throughput sequencing was examined by computational alignment of sequences identical or complementary to the genomes of WSMV and TriMV. Similarly, small RNAs not corresponding to the viral genomes from doubly infected wheat cv. Arapahoe at 27°C were also BLAST searched for sequences identical to the wheat genome and most of the sRNAs were aligned with the wheat genome. Since there are few gaps in the wheat genome sequence [40], [41], we considered sRNA sequences that do not align with the genomes of WSMV and TriMV as wheat genomic sequences. Moreover, we did not find significant matches to other pathogen sequences present in the database, suggesting that sequences not aligning with WSMV or TriMV most likely represent the wheat genome. Small RNAs between 18 and 26 nt in size were selected for further analyses.

A total of 29.8 to 37.6 million reads were obtained from WSMV- and/or TriMV-infected Arapahoe and Mace at 18°C and 27°C, and 34.2 to 39.2 million reads were obtained from healthy samples (Table 1). 

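By library, 34301010 reads were counted in healthy Arapahoe at 27°C, 39309484 in healthy Arapahoe at 18°C, 37714903 in healthy Mace at 27°C and 38095968 in healthy Mace at 18°C. Infected libraries ranged from 29746114 reads in doubly infected Arapahoe at 27°C to 37644014 in WSMV-infected Arapahoe at 27°C. Reads of 18 to 26 nt made up 27.7 to 38.3% of the reads of healthy libraries and 31.9 to 37.4% of those of infected Mace at 18°C. In the other infected libraries this share ranged from 42.1% in TriMV-infected Mace at 27°C to 85.3% in doubly infected Mace at 27°C.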

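Between 10448909 and 29942636 reads of 18 to 26 nt per library held no uncalled base, with a median of 16551714.5. Endogenous reads of 20 to 25 nt numbered 7444924 in healthy Mace at 27°C to 10973427 in healthy Arapahoe at 18°C, and 5695702 in TriMV-infected Mace at 27°C to 12351300 in WSMV-infected Arapahoe at 27°C. Sequences that shared a stretch of 14 nt with either virus remained among them. They made up 0.0851 to 0.101% of the endogenous reads of healthy libraries and at most 4.78% of those of infected libraries, in doubly infected Arapahoe at 27°C.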

In infected samples, 6.8 to 14.3 million size-selected (18 to 26 nt) reads were specific to the wheat genome, in contrast to 10.4 to 13.7 million size-selected reads from healthy samples (Table 1). 

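In the healthy libraries of Arapahoe, 44 reads at 27°C and 26 reads at 18°C were identical to WSMV, and 41 and 14 reads were identical to TriMV. In healthy Mace, 15 reads at 27°C and 37 reads at 18°C were identical to WSMV. The same libraries held 1291 and 416 reads identical to TriMV, or 0.0124% (95% Wilson interval 0.0117 to 0.0130%) and 0.00385% (0.00349 to 0.00423%) of the reads of 18 to 26 nt. The 1291 reads comprised 1006 distinct sequences. The smallest share that healthy Mace at 27°C could show was 2.87e-05%. When a mismatch was allowed, the 14 TriMV reads of healthy Arapahoe at 18°C rose to 24, the largest proportional change among the healthy libraries.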

In healthy samples, only 25 to 1321 virus-specific size selected reads were found, and the authenticity of these reads will be known only after the availability of the complete wheat genome sequence without gaps. 

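In Arapahoe at 18 and 27°C and Mace at 27°C, reads of 20 to 25 nt identical to WSMV ranged from 7465741 in doubly infected Arapahoe at 27°C to 15479298 in singly infected Mace at 27°C. For TriMV, these reads ranged from 5843412 in doubly infected Arapahoe at 27°C to 10499127 in singly infected Arapahoe at 18°C. For Mace at 18°C, 18759 reads of WSMV and 45376 reads of TriMV were found in single infections, and 112625 and 64510 in the double infection.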

In Arapahoe at 18°C and 27°C and Mace at 27°C, 6.5 to 17.1 million reads were aligned with the WSMV or TriMV genome, and 94 to 98% (6.3 to 16.5 million) of these reads were in 18 to 26 nt size class (Table 1). 

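Among endogenous reads of 18 to 26 nt, 18 nt sRNAs made up 5.91 to 11.9%, 19 nt sRNAs 7.90 to 11.4% and 26 nt sRNAs 3.85 to 5.46% in healthy libraries. The 3 classes ranged from 3.48 to 16.1%, from 4.43 to 12.2% and from 1.67 to 5.29% in infected libraries. In each of the 4 healthy libraries the 20 nt class, at 5.38 to 7.30% of 18 to 26 nt reads, was below the 19 nt class.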

Among size selected reads, 20 to 25 nt sRNAs accumulated at significantly higher levels compared with 18, 19 and 26 nt sRNAs in healthy and virus-infected samples. Hence, further analyses of small RNAs from healthy and virus-infected samples were performed for 20 to 25 nt RNAs.

**Table 1:** Analysis of total small RNA reads from healthy, *Wheat streak mosaic virus* (WSMV) and/or *Triticum mosaic virus* (TriMV) infected wheat cvs. Arapahoe and Mace at 18°C and 27°C.

Sequence reads	Arapahoe 27°C							Arapahoe 18°C						
	Single infection				Double infection			Healthy		Single infection		Double infection		
	Healthy	WSMV	TriMV		WSMV	TriMV				WSMV	TriMV	WSMV	TriMV	
Total # of reads	34.2 M	37.6 M	30.6 M		29.8 M	29.8 M		39.2 M		36.5 M	36.3 M	33.8 M	33.8 M	
Healthy Reads	34.2 M	25.4 M	21.0 M		14.3 M	14.3 M		39.2 M		25.8 M	25.1 M	13.8 M	13.8 M	
Size selected healthy reads (18–26 nt)	13.1 M	14.3 M	8.9 M		7.6 M	7.6 M		13.7 M		11.9 M	11.4 M	7.8 M	7.8 M	
Virus-specific reads	93.8/93.0 K	12.2 M	9.6 M		8.7 M	6.8 M		72.9/73.9 K		10.7 M	11.2 M	11.4 M	8.6 M	
Size selected virus reads (18–26 nt)	55(W)/49(T)	11.9 M	9.4 M		8.4 M	6.6 M		40(W)/29(T)		10.3 M	11.0 M	10.9 M	8.4 M	
Virus-specific exact matches	-	11.5 M	8.9 M		7.7 M	5.9 M		-		10.0 M	10.5 M	10.3 M	7.8 M	
	**Mace: 27°C**							**Mace: 18°C**						
Total # of reads	37.6 M	37.4 M		35.3 M	35.1 M		35.1 M	38.0 M	36.3 M		36.4 M	32.4 M		32.4 M
Healthy Reads	37.6 M	20.3 M		28.8 M	11.1 M		11.1 M	38.0	36.2 M		36.3 M	32.1 M		32.1 M
Size selected healthy reads (18–26 nt)	10.4 M	10.2 M		8.6 M	6.8 M		6.8 M	10.9 M	11.6 M		11.6 M	11.8 M		11.8 M
Virus-specific reads	61.7 K/64.2 K	17.1 M		6.5 M	14.6 M		9.4 M	63.7/65.4 K	116.6 K		106.6 K	178.9 K		118.0 K
Size selected virus reads (18–26 nt)	25(W)/1321(T)	16.5 M		6.3 M	14.0 M		9.2 M	46(W)/432(T)	22.4 K		48.6 K	124.3 K		70.5 K
Virus-specific exact matches	-	15.9 M		5.9 M	13.4 M		8.6 M	-	21.0 K		46.3 K	118.0 K		65.8 K

W: WSMV; T: TriMV; M: millions; K: thousands.

### Virus infection caused a shift in the profile of endogenous sRNAs accumulation

In healthy wheat cultivars Arapahoe and Mace at 18°C and 27°C, 24 nt endogenous sRNAs were the most predominant (33 to 41%), followed by 21 nt (22 to 24%), 22 nt (13 to 15%), 23 nt (9 to 10%), and 20 nt (7 to 10%) (Table 2). 

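The 24 nt share was 39.7% in healthy Arapahoe at 27°C, 40.6% in healthy Arapahoe at 18°C, 33.1% in healthy Mace at 27°C and 37.7% in healthy Mace at 18°C. The 21 nt share was 22.3% in both Arapahoe libraries, 21.7% in Mace at 27°C and 23.6% in Mace at 18°C. The 22 nt share ranged from 13.3 to 15.0%, the 23 nt share from 8.97 to 10.1%, the 20 nt share from 6.63 to 10.2% and the 25 nt share from 7.23 to 9.82%. The 20 nt and 25 nt shares were highest in healthy Mace at 27°C. In that library, which had the fewest endogenous reads of the healthy libraries, the 95% Wilson interval of the 21 nt share ran from 21.68 to 21.74%.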

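Before normalization, 4210314 reads of 24 nt were counted in healthy Arapahoe at 27°C, 2467274 in healthy Mace at 27°C and 3186555 in healthy Mace at 18°C. Normalized 24 nt reads numbered 4825084, 2571590 and 3288060 in these libraries. The count of 4459842 in healthy Arapahoe at 18°C, the reference library, was unchanged by normalization.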

Among endogenous sRNAs, the predominant 24 nt sRNA reads accumulated at 4.5 to 4.8 and 2.6 to 3.3 million in healthy Arapahoe and Mace, respectively (Table 2; Fig. 2). However, the profile of endogenous sRNAs changed as 21 nt became the most predominant in all virus-infected wheat samples, except in temperature-sensitive resistant Mace at 18°C (Table 2; Fig. 2). 

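In Arapahoe at 27°C, 21 nt sRNAs made up 36.1% of endogenous reads in WSMV infection, 33.9% in TriMV infection and 36.8% in double infection. In Arapahoe at 18°C, these shares were 34.5, 39.2 and 39.6%, and in Mace at 27°C 37.4, 29.1 and 40.8%. Over the 3 groups of Arapahoe at both temperatures and Mace at 27°C, the mean 21 nt share of the 9 infected libraries exceeded that of the healthy libraries by 14.3 percentage points (two-sided exact permutation test of the healthy label within groups, 64 assignments, p = 0.0156, the smallest p this design allows). The difference moved most, to 7.03 percentage points, when each distinct sequence was counted once. In Mace at 18°C, the 21 nt share was 25.2% in WSMV infection, 23.1% in TriMV infection and 24.0% in double infection.

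**Figure D1:**
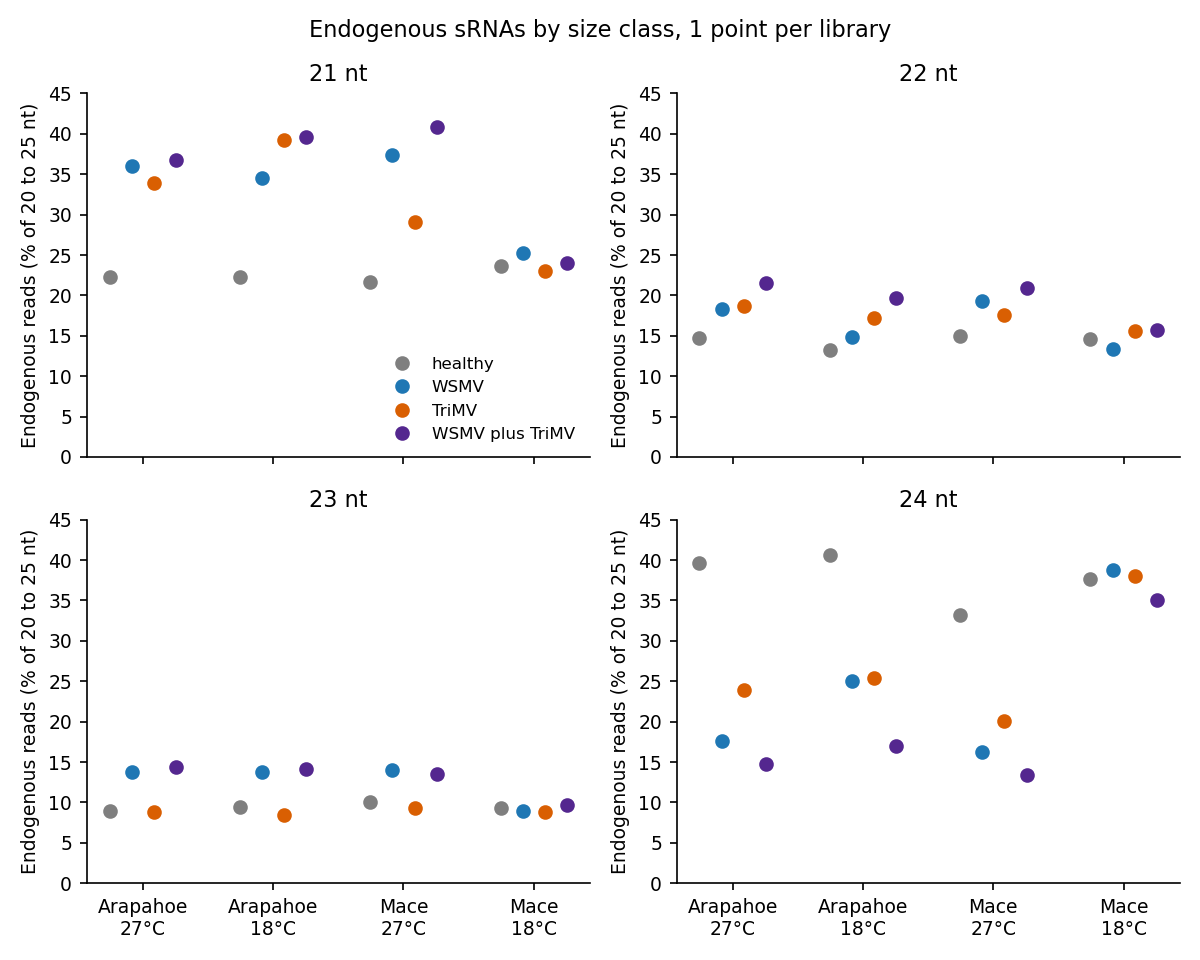
Share of 21, 22, 23 and 24 nt sRNAs among 20 to 25 nt endogenous reads (y axis, percent), by cultivar and temperature (x axis) and infection (color). Each point is 1 library, and the Wilson intervals are smaller than the points. The 21 nt share lies between 29.1 and 40.8% in infected libraries of the first 3 groups, and the 24 nt share between 13.4 and 25.4%.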

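The 24 nt share in WSMV infection was 17.6% in Arapahoe at 27°C, 25.0% in Arapahoe at 18°C and 16.2% in Mace at 27°C. In TriMV infection it was 23.9, 25.4 and 20.0%. The 22 nt share in WSMV infection was 18.4, 14.9 and 19.3% in the same groups, and 18.7, 17.2 and 17.6% in TriMV infection. With double infections included, the mean 22 nt share of infected libraries exceeded that of healthy libraries by 4.34 percentage points (two-sided exact permutation test, p = 0.0156). The corresponding p rose to 0.0312 when 18 to 26 nt reads were the base. It was also 0.0312 when only exact virus matches were removed from the endogenous reads, with a difference of 5.05 percentage points.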

In single infections, 29 to 39% of endogenous sRNAs comprised 21 nt, followed by 16 to 25% of 24 nt and 15 to 19% of 22 nt (Table 2). 

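The chi-square test compared the percentages of the 6 size classes from 20 to 25 nt with those of the healthy library of the same cultivar and temperature (5 degrees of freedom). In WSMV infection, the chi-square statistic was 24.5 (p = 0.000171) in Arapahoe at 27°C, 15.2 (p = 0.0094) in Arapahoe at 18°C and 25.3 (p = 0.000123) in Mace at 27°C. In TriMV infection, the chi-square statistic was 13.6 (p = 0.0183), 21.6 (p = 0.000615) and 8.95 (p = 0.111) in the same groups. Because percentages enter as if 100 reads had been counted, the statistic does not depend on the depth of the libraries. Computed on read counts it rose most, and for TriMV-infected Mace at 27°C it became 509528. With 18 to 26 nt reads, TriMV-infected Arapahoe at 27°C had a p of 0.201. The test has no replicate check, since the spread between libraries of the same condition is not known. The difference of the 21 nt share from healthy, 13.7 percentage points in WSMV-infected Arapahoe at 27°C, was exceeded in size by that of the 24 nt share, which fell by 22.0 percentage points.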

In single infections of Arapahoe with WSMV or TriMV at both temperature treatments and in Mace with WSMV at 27°C, the distribution of sRNAs was significantly different from healthy treatments by chi-square analysis, with the largest increases observed in the 21 nt class (Table 2).

**Figure 2:**
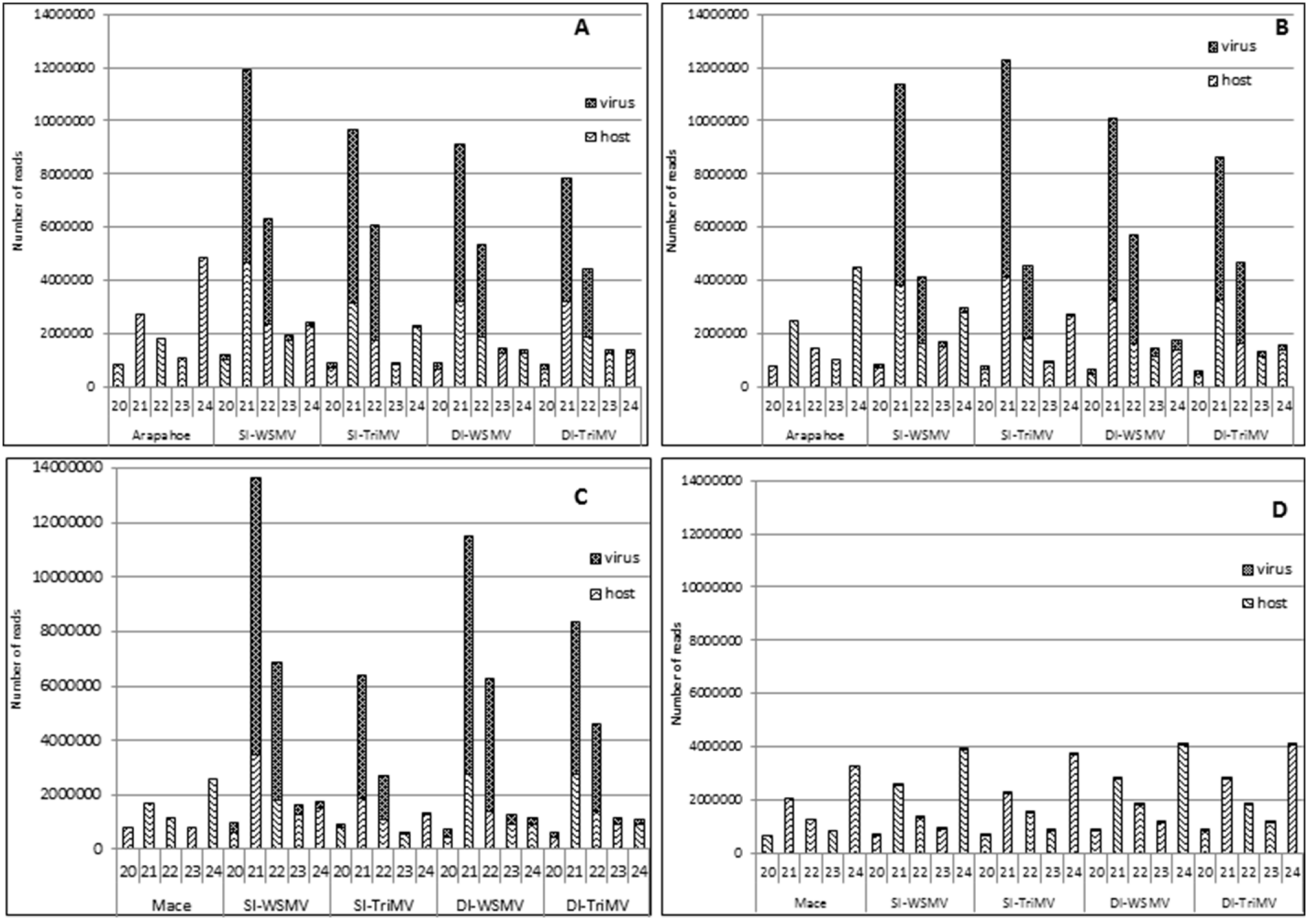
Size distribution of 20 to 24 nt virus- and host-specific small RNAs from WSMV-, TriMV-, or WSMV plus TriMV-infected wheat cvs. Arapahoe and Mace at 18°C and 27°C. A dramatic shift in accumulation of 24 nt endogenous small RNAs (sRNAs) as predominant in healthy samples to 21 nt in singly and doubly infected wheat cvs. Arapahoe at 18°C and 27°C and Mace at 27°C is evident. No shift in predominant sRNA accumulation was observed in wheat cv. Mace at 18°C. SI: single infection; DI: Double infection; A: Arapahoe at 27°C; B: Arapahoe at 18°C; C: Mace at 27°C; D: Mace at 18°C.

**Table 2:** Effect of WSMV and/or TriMV infection on endogenous small RNA reads in wheat cvs. Arapahoe and Mace at 27°C and 18°C*.

Treatment	sRNA	Arapahoe 27°C		Arapahoe 18°C		Mace 27°C		Mace 18°C	
		# of reads	% reads	# of reads	% reads	# of reads	% reads	# of reads	% reads
Healthy	Total	12167243	100	10973426	100	7757611	100	8731550	100
	20	806975	6.6	776564	7.1	794803	10.2	630902	7.2
	21	2715383	22.3	2447074	22.3	1684079	21.8	2059511	23.6
	22	1797953	14.8	1459317	13.3	1162904	15.0	1272687	14.6
	23	1090929	9.0	1036878	9.4	782875	10.1	810199	9.3
	24	4825020	39.7	4459842	40.6	2570900	33.1	3288525	37.7
	25	930984	7.7	793751	7.2	762050	9.8	669726	7.7
WSMV	Total	12894757	100	11060674	100	9234501	100	9985527	100
	20	997758	7.7	683413	6.2	646750	7.0	635663	6.4
	21	4649705	36.1	3813383	34.5	3456090	37.4	2517751	25.2
	22	2368534	18.4	1644453	14.9	1783895	19.3	1331646	13.3
	23	1776698	13.8	1521863	13.8	1293473	14.0	889407	8.9
	24	2271958	17.6	2770447	25.0	1496174	16.2	3869125	38.7
	25	830104	6.4	627114	5.7	558119	6.0	741935	7.4
	p^c^		<0.01		<0.01		<0.01		0.99
TriMV	Total	9281160	100	10459645	100	6344367	100	9684209	100
	20	728801	7.9	640890	6.1	781218	12.3	673938	7.0
	21	3145453	33.9	4101658	39.2	1850161	29.2	2235625	23.1
	22	1732788	18.7	1795401	17.2	1117095	17.6	1509396	15.6
	23	812277	8.8	879397	8.4	592768	9.3	849639	8.8
	24	2214082	23.9	2655923	25.4	1271097	20.0	3688601	38.1
	25	647758	7.0	386376	3.7	732027	11.5	727007	7.5
	p^c^		0.02		<0.01		0.11		0.99
Double	Total	8720262	100	8278569	100	6786552	100	11549340	100
Infection^a^	20	670847	7.7	456764	5.5	445032	6.6	836728	7.2
	21	3207993	36.8	3274999	39.6	2769281	40.8	2772558	24.0
	22	1884811	21.6	1632092	19.7	1422131	21.0	1809250	15.7
	23	1249928	14.3	1168622	14.1	914986	13.5	1117483	9.7
	24	1281383	14.7	1406793	17.0	906697	13.4	4048319	35.1
	25	425299	4.9	339297	4.1	328424	4.8	965001	8.4
	p^c^		<0.01		<0.01		<0.01		0.99

*Small RNA reads were normalized against Arapahoe 18°C (see Table S2).

a Double infection with WSMV (*Wheat streak mosaic virus*) and TriMV (*Triticum mosaic virus*).

b The small RNA pool was analyzed independently for WSMV and TriMV-derived vsiRNAs, and the small RNAs that did not align with the plus- and minus-sense genomic strands of WSMV and TriMV were considered as endogenous sRNAs of wheat.

c Probability (p) of observing a numerically larger Χ^2^ using healthy sRNA distribution as “expected” and treatment sRNA distribution as “observed”.

Similarly, the shift in the profile of endogenous sRNAs was significantly different from healthy in double infections of Arapahoe at both temperature treatments and in Mace at 27°C, with 21 nt sRNAs as the most abundant (37 to 41%), followed by 22 nt (20 to 22%) and 24 nt (13 to 17%) sRNAs (Table 2). 

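The chi-square statistic was 32.6 (p = 4.43e-06) in doubly infected Arapahoe at 27°C, 34.2 (p = 2.14e-06) in Arapahoe at 18°C and 36.0 (p = 9.33e-07) in Mace at 27°C. The 22 nt share was 21.6, 19.7 and 21.0% in these libraries, and the 20 nt share was 7.70, 5.52 and 6.56%.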

Co-infection caused an increase in the accumulation of 21 and 22 nt sRNAs and a decrease in the accumulation of 24 nt sRNAs. In double infections, 24 nt endogenous sRNAs accumulated at 13 to 17% compared with 33 to 41% and 16 to 25% in healthy and single infections, respectively (Table 2; Fig. 2), suggesting that co-infection with WSMV and TriMV caused a drastic reduction in the accumulation of 24 nt endogenous sRNAs in wheat cultivars. 

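The 24 nt share was 14.7% in doubly infected Arapahoe at 27°C, 17.0% in Arapahoe at 18°C and 13.4% in Mace at 27°C. Over these 3 groups the mean 24 nt share of the 9 infected libraries fell by 18.6 percentage points from that of the healthy libraries (two-sided exact permutation test, p = 0.0156). When each distinct sequence was counted once, the difference moved most, to -24.1 percentage points. The double infections were below the single infections of their groups by a mean difference of -6.35 percentage points (two-sided exact permutation test of the double-infection label within groups, 27 assignments, p = 0.037, the smallest p possible). In distinct sequences this difference was -12.6 percentage points with an exact p of 0.0741. The double infections still had the lowest share in all 3 groups. Among the libraries with many uncalled bases, the share was 23.9% in TriMV-infected Arapahoe at 27°C against 39.7% and 40.6% in healthy Arapahoe. Among the other libraries of the 3 groups, it was at most 25.4% in infected plants against 33.1% in healthy Mace at 27°C.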

Co-infection of Arapahoe at both temperatures and Mace at 27°C caused a statistically significant shift in sRNA accumulation compared to healthy wheat cultivars (Table 2).

In contrast, the profile of endogenous sRNAs in singly and doubly infected Mace at 18°C did not differ significantly from healthy (Table 2; Fig. 2), most likely due to Mace’s resistance to WSMV and TriMV at 18°C. Accordingly, the lack of Mace’s infection at 18°C did not alter the profile of endogenous sRNAs, further supporting that virus infection caused a shift in the profile of endogenous small RNAs.

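The chi-square statistic in Mace at 18°C was 0.374 (p = 0.996) in WSMV infection, 0.126 (p = 0.999711) in TriMV infection and 0.348 (p = 0.997) in double infection. The 24 nt share was 38.7, 38.1 and 35.1% in these libraries and the 22 nt share was 13.3, 15.6 and 15.7%. On read counts, the smallest of the 3 statistics was 11352, so the profiles differed by more than counting error. From the unchanged profile in plants with few vsiRNAs, set against the shift in the other groups, the paper draws a further argument that the shift was due to virus infection.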

### Profile of vsiRNAs in WSMV and/or TriMV-infected wheat cultivars

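Normalized 21 nt reads ranged from 4645656 for TriMV in singly infected Mace at 27°C to 10165445 for WSMV in singly infected Mace at 27°C, over the 12 combinations of virus and library in Arapahoe at both temperatures and Mace at 27°C. Their share of 20 to 25 nt vsiRNAs ranged from 58.1% for WSMV in doubly infected Arapahoe at 18°C to 73.2% for TriMV in singly infected Arapahoe at 18°C. Normalized 22 nt reads ranged from 1650402 to 5088770. The 21 and 22 nt classes together held 92.9 to 98.0% of these vsiRNAs. The median 21 nt share over all 16 combinations, Mace at 18°C included, was 61.6%, and it moved to 61.2% when a mismatch was allowed.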

The most prevalent vsiRNAs from WSMV- and/or TriMV-infected Arapahoe at both temperatures and Mace at 27°C were 21 nt (4.5 to 10.2 million reads; 58 to 73%), followed by 22 nt (1.6 to 5.1 million reads; 23 to 39%) (Table 3; Fig. 2). The 20, 23 and 24 nt vsiRNAs accumulated at much reduced levels with only 0.3 to 2.8% (Table 3; Fig. 2). 

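In the same 12 combinations, 20 nt vsiRNAs made up 0.990 to 2.37%, 23 nt vsiRNAs 0.397 to 2.58%, 24 nt vsiRNAs 0.334 to 2.77% and 25 nt vsiRNAs 0.0453 to 0.322% of 20 to 25 nt vsiRNAs. The lowest 24 nt share, for TriMV in singly infected Mace at 27°C, had a 95% Wilson interval of 0.329 to 0.338%. In Mace at 18°C the 20 nt share was higher, from 2.99% for TriMV in double infection to 9.30% (8.89 to 9.73%) for WSMV in single infection.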

Further examination of vsiRNAs revealed differential accumulation of 21 and 22 nt vsiRNAs in singly and doubly infected Arapahoe (Table 3). In singly infected Arapahoe at 18°C, 21 nt vsiRNAs of WSMV and TriMV accumulated at elevated levels of 72 to 73% compared with 59 to 62% at 27°C. In contrast, in doubly infected plants at 18°C and 27°C, 21 nt vsiRNAs accumulated at approximately similar ratios of 58 to 61% (Table 3). 

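The 21 nt share of WSMV vsiRNAs in singly infected Arapahoe was 71.7% at 18°C and 61.9% at 27°C, and that of TriMV vsiRNAs was 73.2% at 18°C and 58.5% at 27°C. The difference of 27°C from 18°C was -9.80 percentage points for WSMV and -14.7 percentage points for TriMV. In doubly infected Arapahoe the same differences were 1.58 and 1.22 percentage points. The counting error of each of the 4 differences, at the 95% level, was at most 0.0524 percentage points, and their spread between replicate plants is not known.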

In single infections, 22 nt vsiRNAs accumulated at 23 to 25% at 18°C compared with 34 to 39% at 27°C (Table 3), suggesting that biogenesis of 22 nt vsiRNAs decreased at 18°C in Arapahoe. In contrast, in doubly infected Arapahoe at 18°C and 27°C, 22 nt vsiRNAs accumulated similarly at 34 to 35% (Table 3).

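In single infections, the 22 nt share of WSMV vsiRNAs was 23.3% at 18°C (95% Wilson interval 23.23 to 23.28%) and 33.7% at 27°C (33.67 to 33.72%). For TriMV it was 24.8% (24.74 to 24.79%) and 39.2% (39.17 to 39.23%). The share was therefore higher at 27°C by 10.4 percentage points for WSMV and by 14.4 percentage points for TriMV, and the latter became 14.3 percentage points when a mismatch was allowed. From these shares the paper proposes that biogenesis of 22 nt vsiRNAs decreased at 18°C in Arapahoe.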

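The 22 nt share in doubly infected Arapahoe was 34.7% at 18°C and 35.1% at 27°C for WSMV, and 34.5% and 34.2% for TriMV. The differences of 27°C from 18°C, 0.391 and -0.281 percentage points, were larger than the counting errors of 0.0452 and 0.0509 percentage points. With 1 library at each temperature, they cannot be set against the variation between plants.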

**Table 3:** Percent 20 to 25 nt vsiRNA reads in WSMV and/or TriMV-infected wheat cv. Arapahoe and Mace at 27°C and 18°C*.

Treatment	vsiRNA	Arapahoe: 27°C		Arapahoe: 18°C		Mace: 27°C		Mace: 18°C	
		# of reads	% reads	# of reads	% reads	# of reads	% reads	# of reads	% reads
SI-WSMV	Total	11719186	100	10534114	100	16237784	100	20297	100
	20	208249	1.8	156441	1.5	350719	2.2	1888	9.3
	21	7255942	61.9	7554313	71.7	10165908	62.6	12424	61.2
	22	3948516	33.7	2449786	23.3	5089002	31.3	4968	24.5
	23	163285	1.4	159487	1.5	319513	2.0	500	2.5
	24	126674	1.1	185207	1.8	269499	1.7	350	1.7
	25	16518	0.1	28877	0.3	43140	0.3	164	0.8
DI-WSMV	Total	9862244	100	11723825	100	14555658	100	136839	100
	20	202040	2.0	172514	1.5	303305	2.1	4576	3.3
	21	5887881	59.7	6814228	58.1	8707981	59.8	90624	66.2
	22	3464465	35.1	4072520	34.7	4869706	33.5	37193	27.2
	23	174472	1.8	301952	2.6	354709	2.4	1953	1.4
	24	119529	1.2	324803	2.8	275690	1.9	1894	1.4
	25	13855	0.1	37807	0.3	44265	0.3	596	0.4
SI-TriMV	Total	11114562	100	11107955	100	6348520	100	47806	100
	20	145428	1.3	110105	1.0	150148	2.4	1469	3.1
	21	6521625	58.7	8147094	73.3	4546650	71.6	36088	75.5
	22	4337288	39.0	2739606	24.7	1602136	25.2	9690	20.3
	23	60240	0.5	53246	0.5	25028	0.4	283	0.6
	24	44957	0.4	52122	0.5	21136	0.3	180	0.4
	25	5022	0.0	5781	0.1	3421	0.1	94	0.2
DI-TriMV	Total	7552714	100	8899746	100	9371582	100	76682	100
	20	151851	2.0	120746	1.4	178595	1.9	2312	3.0
	21	4635332	61.4	5345483	60.1	5572734	59.5	53255	69.5
	22	2567021	34.0	3058606	34.4	3167472	33.8	19380	25.3
	23	114389	1.5	172246	1.9	239785	2.6	835	1.1
	24	76433	1.0	183182	2.1	185591	2.0	697	0.9
	25	7686	0.1	19482	0.2	27404	0.3	200	0.3

*^:^The number of vsiRNA reads were normalized against Arapahoe 18°C (see Table S2).

SI: single infection; DI: double infection with WSMV (*Wheat streak mosaic virus*) and TriMV (*Triticum mosaic virus*).

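Normalized reads of 20 to 25 nt vsiRNAs in Mace at 18°C numbered 20290 for WSMV and 48918 for TriMV in single infections. The lowest value of the other groups was 6500985, for TriMV in singly infected Mace at 27°C.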

In singly and doubly infected Mace at 18°C, vsiRNAs accumulated to lower levels than in Arapahoe and Mace at 27°C (Fig. 2; Table 3). In singly infected Mace at 18°C, for 21 and 22 nt vsiRNAs, 12,424 and 4968 reads were detected in WSMV-infected, and 36,088 and 9690 reads were detected in TriMV-infected samples, respectively (Table 3). However, in double infections, 21 and 22 nt vsiRNAs accumulated at higher levels at 90,624 and 37,193 of WSMV-derived and 53,255 and 19,380 of TriMV-derived reads, respectively (Table 3). These numbers correspond to a 7-fold increment for WSMV reads and to a 1.5- to 2-fold increment for TriMV reads in doubly infected samples. 

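In counts before normalization, the 21 nt vsiRNAs of WSMV numbered 11483 in single and 74588 in double infection, and the 22 nt vsiRNAs 4592 and 30612. Normalized, the 21 nt class rose from 12420 to 90587 and the 22 nt class from 4967 to 37178. For TriMV the normalized 21 nt class rose from 36872 to 54328, and the 22 nt class from 9972 to 19904.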

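The ratio of double to single infection was 7.29 for 21 nt and 7.49 for 22 nt vsiRNAs of WSMV, and 6.74 for all 20 to 25 nt vsiRNAs. For TriMV, the ratios were 1.47, 2.00 and 1.60. Scaling to the endogenous reads of the same library in place of the total moved the ratios of 20 to 25 nt vsiRNAs most, to 5.83 for WSMV and 1.34 for TriMV.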

Reduced levels of vsiRNAs accumulation in Mace at 18°C are consistent with its tolerance to WSMV and TriMV. Hence, reduced levels of viral RNAs were available as a substrate for DCLs to process, which led to basal levels of vsiRNAs.

### Effect of the synergistic interaction between WSMV and TriMV on the biogenesis of vsiRNAs compared with endogenous sRNAs

Accumulation of vsiRNAs and endogenous sRNAs was compared within a sample, but not between the samples because high-throughput sequencing of small RNAs may not reflect accurate quantitative differences between the samples due to variation in the quality and quantity of starting small RNA preparations. Hence, the pool of small RNA reads of deep sequencing most accurately represents differences within a sample but not between the samples.

The effect of the synergistic interaction between WSMV and TriMV on vsiRNA biogenesis was examined by comparing vsiRNAs from singly and doubly infected wheat with those of endogenous sRNAs in Arapahoe and Mace. Accumulation of 20 to 25 nt endogenous sRNAs and vsiRNAs in singly and doubly infected Arapahoe and Mace is presented in Table 4. 

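Reads of 20 to 25 nt vsiRNAs were divided by the 20 to 25 nt endogenous reads of the same library, which needs no normalization between libraries. In singly infected Arapahoe, WSMV vsiRNAs reached 90.9% of endogenous sRNAs at 27°C and 95.2% at 18°C. TriMV vsiRNAs reached 123% at 27°C and 109% at 18°C. Counting each distinct sequence once moved these values most, for WSMV at 27°C to 1.55%.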

In singly infected Arapahoe at 18°C and 27°C, WSMV- and TriMV-derived vsiRNAs accumulated to 91 to 95% and 106 to 120% of corresponding endogenous sRNAs, respectively. In contrast, double infections in Arapahoe caused increased accumulation of WSMV-derived vsiRNAs but not those of TriMV when compared with endogenous sRNAs (Table 4). 

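In doubly infected Arapahoe, WSMV vsiRNAs reached 113% of endogenous sRNAs at 27°C and 142% at 18°C, which was 1.24 and 1.49 times the value in single infection. TriMV vsiRNAs reached 88.6% at 27°C and 110% at 18°C, or 0.723 and 1.01 times the value in single infection.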

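WSMV vsiRNAs numbered 12996123 reads in doubly infected Mace at 27°C, against 6054694 endogenous reads. In the single infection with WSMV, 8803148 endogenous reads were counted.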

In Mace at 27°C, WSMV- and TriMV-derived vsiRNAs accumulated at 176% and 100%, respectively, of endogenous sRNAs in single infections compared with 215% and 138% in double infections (Table 4). These data suggest that double infections in Arapahoe at 18°C and 27°C caused a significant increase in the accumulation of WSMV-derived vsiRNAs, but little or no increase in TriMV-derived vsiRNAs compared with endogenous sRNAs. In contrast, double infections in Mace at 27°C caused a substantial increase in accumulation of both WSMV- and TriMV-derived vsiRNAs compared with endogenous sRNAs. However, in singly and doubly infected Mace at 18°C, vsiRNAs accumulated at much reduced levels compared with Arapahoe (at 18°C and 27°C) and Mace (at 27°C) (Table 4). 

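In Arapahoe at 27°C, endogenous reads of 20 to 25 nt before normalization numbered 12351300 in the WSMV library and 7232942 in the TriMV library. In the double infection they numbered 6598702. WSMV vsiRNAs also fell, from 11225274 reads in single infection to 7465741 in double infection, while their percentage of endogenous reads rose. Since both terms of the percentage changed, a ratio above 1 does not by itself give the direction of the number of vsiRNA reads. From the percentages of Table 4, the paper proposes that double infection of Arapahoe increased WSMV vsiRNAs relative to endogenous sRNAs and raised TriMV vsiRNAs little or not at all.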

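Relative to endogenous sRNAs, the double infection of Mace at 27°C reached 1.22 times the value of the single infection for WSMV and 1.38 times for TriMV. When each distinct sequence was counted once, the ratio for TriMV reversed to 0.824, although the number of distinct TriMV vsiRNAs was higher in the double infection. This ratio also follows the number of distinct endogenous sequences and does not measure accumulation. No replicate check exists for these ratios.

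**Figure D2:**
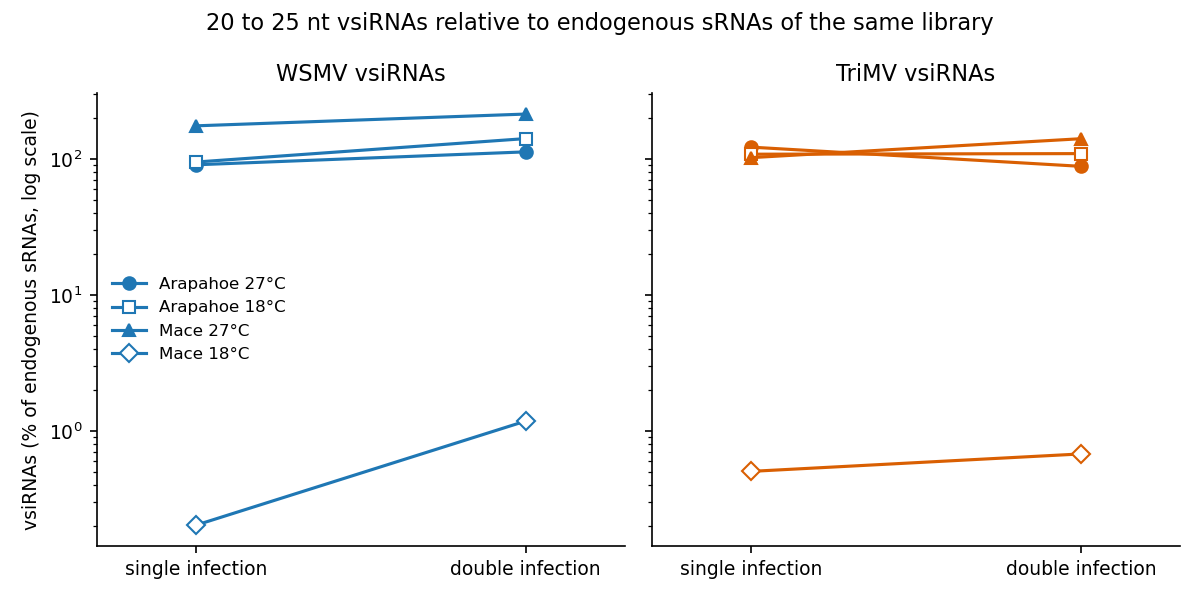
Reads of 20 to 25 nt vsiRNAs as a percentage of the endogenous reads of the same library (y axis, log scale) in single and double infection (x axis), for WSMV and TriMV. Each point is 1 library and lines join the libraries of a cultivar and temperature. For WSMV all lines rise, and for TriMV the line of Arapahoe at 27°C falls, from 123 to 88.6%.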

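WSMV vsiRNAs in Mace at 18°C reached 0.203% of endogenous sRNAs in single infection and 1.18% in double infection. TriMV vsiRNAs reached 0.505% and 0.679%.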

A slightly increased level of vsiRNAs accumulation in doubly infected Mace at 18°C compared with those of single infections could be due to marginally increased virus replication in co-infected plants [8].

**Table 4:** WSMV and/or TriMV infection affected biogenesis of vsiRNAs in wheat cv. Arapahoe and Mace at 27°C and 18°C.

Treatment^a^	20 to 25 nt small RNA reads		
	sRNAs^b^	vsiRNAs^c^	% vsiRNAs of sRNAs^d^
Ar-27C-SI-WSMV	12894757	11719186	90.9
Ar-27C-DI-WSMV	8720261	9862243	113.1
Ar-27C-SI-TriMV	9281160	11114562	119.8
Ar-27C-DI-TriMV	8720261	7552714	86.6
Ar-18C-SI-WSMV	11060674	10534114	95.2
Ar-18C-DI-WSMV	8278568	11723824	141.6
Ar-18C-SI-TriMV	10459645	11107955	106.2
Ar-18C-DI-TriMV	8278568	8899745	107.5
Mc-27C-SI-WSMV	9234501	16237783	175.8
Mc-27C-DI-WSMV	6786551	14555657	214.5
Mc-27C-SI-TriMV	6344367	6348519	100.1
Mc-27C-DI-TriMV	6786551	9371582	138.1
Mc-18C-SI-WSMV	9985526	20297	0.2
Mc-18C-DI-WSMV	11549340	136839	1.2
Mc-18C-SI-TriMV	9684208	47806	0.5
Mc-18C-DI-TriMV	11549340	76682	0.7

*Small RNA reads normalized using Arapahoe at 18°C as a standard (see Table S2).

a Ar: Wheat cv. Arapahoe; Mc: Wheat cv. Mace; SI: single infection with either WSMV or TriMV; DI: double infection with WSMV and TriMV.

b small RNAs that are not aligned with virus genomes are considered as endogenous small RNAs.

c virus specific siRNAs to WSMV and TriMV.

d Percent vsiRNAs accumulation compared to endogenous RNAs.

### The polarity of vsiRNAs

The polarity of the most abundant 21 and 22 nt redundant vsiRNAs was analyzed and presented in Figure 3. The plus- and minus-sense polarity of vsiRNAs of all the samples accumulated at 52 to 59% and 41 to 48%, respectively, except for an equimolar accumulation of plus- and minus-sense 22 nt vsiRNAs of WSMV in doubly infected Arapahoe at 27°C (Fig. 3). 

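The plus-sense share of 21 nt vsiRNAs ranged from 53.6% in singly infected Arapahoe at 18°C to 56.4% in doubly infected Mace at 27°C for WSMV, and from 55.7% in singly infected Arapahoe at 27°C to 59.1% in doubly infected Mace at 27°C for TriMV. The plus-sense share of 22 nt vsiRNAs of WSMV in doubly infected Arapahoe at 27°C was 49.9% (95% Wilson interval 49.79 to 49.91%), the lowest of the 8 libraries. The other 22 nt shares of WSMV reached 54.4%, and those of TriMV ranged from 55.6 to 57.4%. In Mace at 18°C, where fewer reads were counted, the interval of the WSMV share in single infection was widest, from 52.8 to 55.7% around 54.3%.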

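The plus-sense shares of the viruses were paired by cultivar, temperature and infection type. For 21 nt vsiRNAs, TriMV exceeded WSMV by a mean of 2.18 percentage points, in 7 of 8 pairs (two-sided exact permutation test by sign flips, p = 0.0156). For 22 nt vsiRNAs, it did so by 3.98 percentage points, in 8 of 8 pairs (p = 0.00781 in the same exact test, the smallest p that 8 pairs allow). The 21 nt difference moved most, to 4.17 percentage points, when the 100 most abundant vsiRNA sequences of each library were left out. Without Mace at 18°C, it was 2.03 percentage points with an exact p of 0.0625.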

More plus-sense vsiRNAs accumulated in TriMV-infected samples (56 to 59%) compared to WSMV (50 to 56%) (Fig. 3), suggesting that slightly more vsiRNAs originated from the genomic RNA of TriMV compared to that of WSMV.

**Figure 3:**
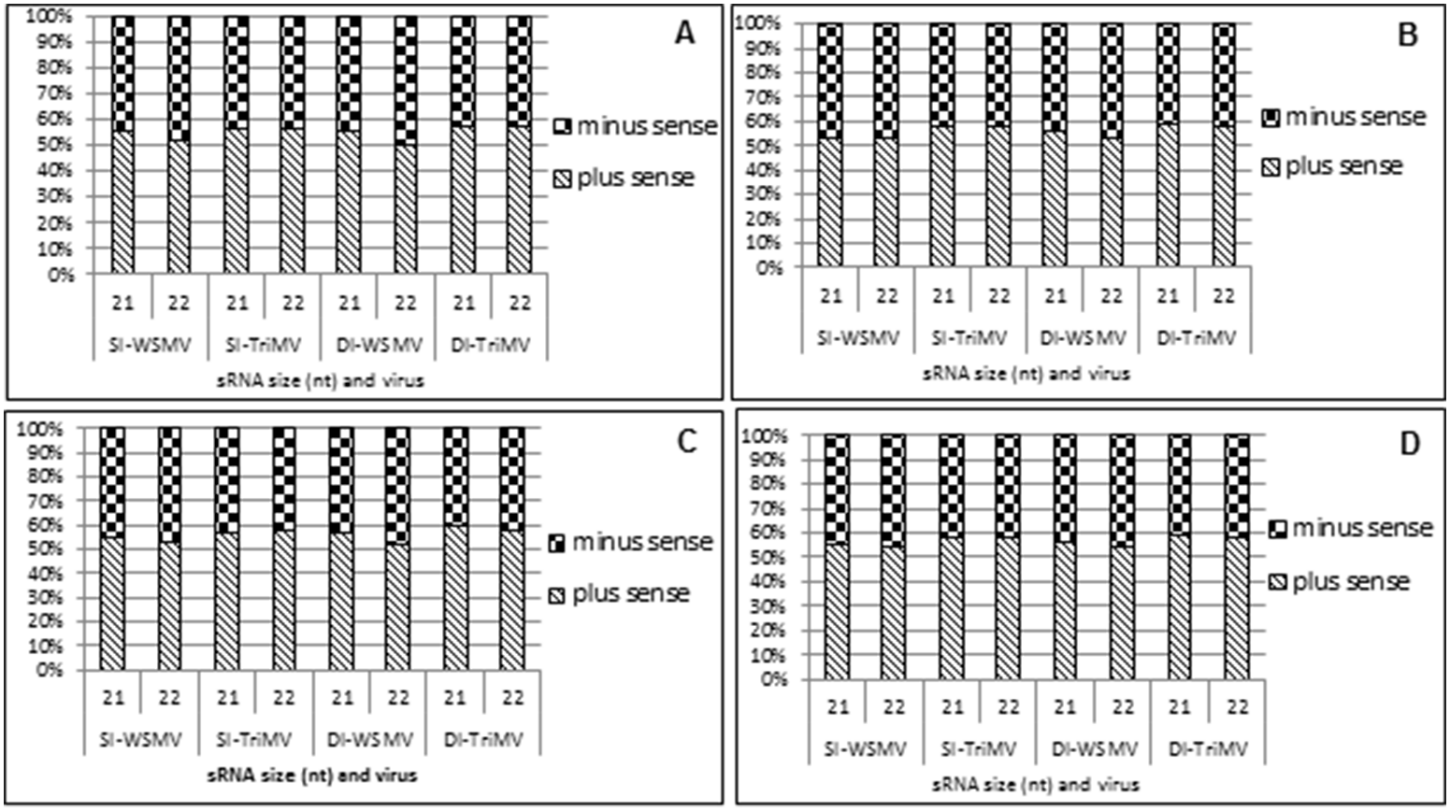
Percent polarity distribution of 21 and 22 nt virus-derived small interfering RNAs (vsiRNAs) in WSMV-, TriMV-, and WSMV plus TriMV-infected wheat cvs. Arapahoe and Mace at 18°C and 27°C. SI: single infection; DI: double infection; A: Arapahoe at 27°C; B: Arapahoe at 18°C; C: Mace at 27°C; D: Mace at 18°C.

Analysis of strand polarity of nonredundant vsiRNAs revealed a different picture from those of redundant vsiRNAs (Table 5). Nonredundant vsiRNAs of WSMV origin accumulated at an equimolar ratio of plus- and minus-sense polarity in single and double infections in Arapahoe at 18°C and 27°C and Mace at 27°C (Table 5). However, nonredundant vsiRNAs of TriMV origin accumulated with a moderate excess of plus-sense polarity (54 to 55%) compared with those of minus-sense polarity (46 to 45%). 

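The nonredundant plus-sense share of WSMV lay between 49.46 and 49.54% in the 6 libraries of these groups. In singly infected Arapahoe at 27°C, 33050 plus-sense and 33776 minus-sense distinct sequences of 20 to 25 nt were found, and the 95% Wilson interval ran from 49.1 to 49.8%. The 21 nt sequences of this library held 90.5% of all possible plus-sense and 92.8% of all possible minus-sense positions, so the count of this size class was close to its maximum.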

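The nonredundant plus-sense share of TriMV ranged from 50.5% in doubly infected Mace at 27°C to 51.3% in singly infected Mace at 27°C. With Mace at 18°C included, the share of TriMV exceeded that of WSMV by a mean of 1.50 percentage points, in 8 of 8 pairs (two-sided exact permutation test by sign flips, p = 0.00781). It moved most when a mismatch was allowed, to 2.39 percentage points. Among 21 nt sequences alone, the share of TriMV was 49.5 to 49.7% in Arapahoe at both temperatures and Mace at 27°C. From the redundant shares, the paper proposes that slightly more vsiRNAs originated from the genomic RNA of TriMV than from that of WSMV.

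**Figure D3:**
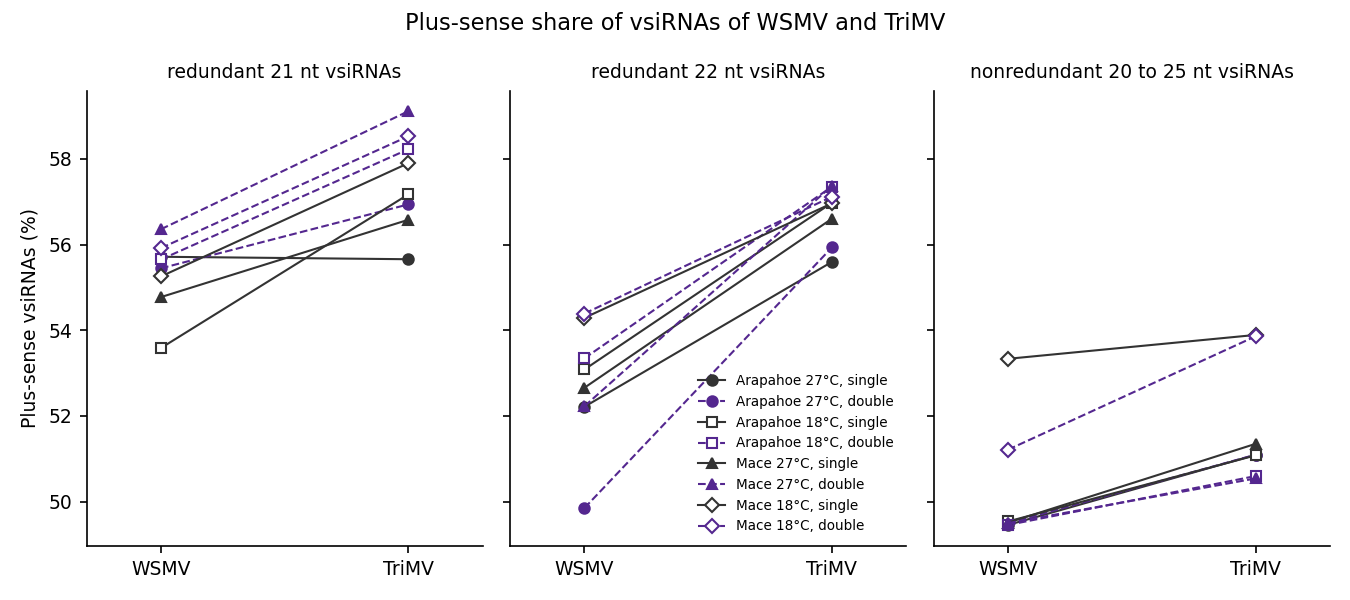
Plus-sense share of vsiRNAs (y axis, percent, not starting at 0) of WSMV and TriMV (x axis), for redundant 21 nt, redundant 22 nt and nonredundant 20 to 25 nt vsiRNAs. Each line joins the viruses in plants of the same cultivar, temperature and infection type. TriMV is higher in 8 of 8 pairs of the 22 nt and nonredundant panels and in 7 of 8 pairs of the 21 nt panel.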

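For Mace at 18°C, 7603 distinct WSMV sequences and 11334 distinct TriMV sequences were found in single infections, and 18503 and 14189 in the double infection. The plus-sense share was 53.3% (95% Wilson interval 52.2 to 54.5%) and 53.9% (53.0 to 54.8%) in single infections. In the double infection it was 51.2% (50.5 to 51.9%) for WSMV and 53.9% for TriMV. The numbers of reads behind these sequences were lower than at 27°C, and the share rises when fewer reads are drawn. When reads of Mace at 27°C were drawn at random down to the number at 18°C, 30.6 to 90.7% of the difference between the temperatures was found again.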

In Mace at 18°C, fewer WSMV- and TriMV-derived nonredundant vsiRNAs accumulated in singly and doubly infected plants, but vsiRNAs of plus-sense polarity accumulated at 53 to 56% compared with 44 to 47% of minus-sense polarity (Table 5).

**Table 5:** Polarity of nonredundant vsiRNAs from WSMV and/or TriMV-infected wheat.

Treatment^a^	Non-redundant reads	Plus polarity (% reads)	Minus polarity (% reads)
Ar-27°C-SI-WSMV	58572	29269 (50%)	29303 (50%)
Ar-27°C-DI-WSMV	55591	27980 (50%)	27611 (50%)
Ar-18°C-SI-WSMV	61294	30792 (50%)	30502 (50%)
Ar-18°C-DI-WSMV	63370	31782 (50%)	31588 (50%)
Ar-27°C-SI-TriMV	51556	28005 (54%)	23551 (46%)
Ar-27°C-DI-TriMV	51728	28000 (54%)	23728 (46%)
Ar-18°C-SI-TriMV	53085	28751 (54%)	24334 (46%)
Ar-18°C-DI-TriMV	60121	32262 (54%)	27859 (46%)
Mc-27°C-SI-WSMV	65206	32846 (50%)	32360 (50%)
Mc-27°C-DI-WSMV	65298	32862 (50%)	32436 (50%)
Mc-18°C-SI-WSMV	8566	4681 (55%)	3885 (45%)
Mc-18°C-DI-WSMV	17984	9543 (53%)	8441 (47%)
Mc-27°C-SI-TriMV	51582	28152 (55%)	23340 (45%)
Mc-27°C-DI-TriMV	62839	33824 (54%)	29015 (46%)
Mc-18°C-SI-TriMV	10917	6099 (56%)	4818 (44%)
Mc-18°C-DI-TriMV	13404	7535 (56%)	5869 (44%)

a Ar: Arapahoe, Mc: Mace; SI: single-infection, DI: double infection.

### The 5′-terminal nucleotide of 21 and 22 nt vsiRNAs

The most abundant 21 and 22 nt redundant and nonredundant vsiRNAs of WSMV and TriMV were grouped by their 5′-terminal nucleotide (A, C, G, or U) as presented in Figure 4. 

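The base at the 5′ end of the read was counted for each of 21 and 22 nt vsiRNAs, giving 16 combinations of library and size class per virus. A made up 26.5 to 34.1% of redundant WSMV vsiRNAs (median 30.5%) and 30.9 to 34.9% of redundant TriMV vsiRNAs (median 32.7%). The base composition of the strands these vsiRNAs came from held a median of 28.0% A for WSMV and 29.4% A for TriMV. With the first base taken in the orientation of the genomic RNA, an alternative chosen after the data had been seen, the G share moved most, from a median of 11.1% over both viruses to 22.8%.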

Redundant vsiRNAs from WSMV- and/or TriMV-infected wheat plants exhibited a clear predominance of A at the 5′ end in 30 to 37% of vsiRNAs (Fig. 4). 

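U made up 30.7 to 39.4% of redundant TriMV vsiRNAs (median 34.7%, composition 29.1%), C 20.7 to 25.4% (median 23.1%, composition 20.3%) and G 6.72 to 11.6% (median 9.35%, composition 21.2%). U was the most frequent base in 12 of the 16 combinations and A in 4. G was the least frequent base in all 16.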

The second most predominant 5′-terminal nucleotide in the vsiRNAs of TriMV in single and double infections was U in 24 to 28% of the population while nucleotide C was the least predominant 5′-terminal nucleotide in 18 to 20% of vsiRNAs (Fig. 4). 

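For redundant WSMV vsiRNAs, C made up 24.8 to 34.7% (median 27.8%, composition 22.1%), U 26.0 to 32.1% (median 29.8%, composition 27.3%) and G 8.98 to 14.2% (median 11.9%, composition 22.5%). A was the most frequent base in 11 of the 16 combinations, U in 3 and C in 2. The G share was below the composition of the strands in 16 of 16 combinations, as it was for TriMV.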

In WSMV-specific vsiRNAs, nucleotide C or G was found as the second most predominant 5′- terminal nucleotide in 24 to 27% of vsiRNAs in singly and doubly infected plants (Fig. 4). These data suggest that a modest number of vsiRNAs contain a 5′-terminal nucleotide as an A, and nucleotide C, G, or U was present as a 5′-terminal nucleotide in the remainder of vsiRNAs. However, there was no strong bias toward a particular nucleotide for the 5′-terminal nucleotide.

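The largest differences from the composition of the viral strands were -14.4 percentage points for G, in 22 nt TriMV vsiRNAs of singly infected Mace at 27°C, and 12.4 percentage points for C, in 22 nt WSMV vsiRNAs of doubly infected Arapahoe at 27°C. From the shares of Fig. 4, the paper concludes that no strong bias toward a particular 5′-terminal nucleotide was present.

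**Figure D4:**
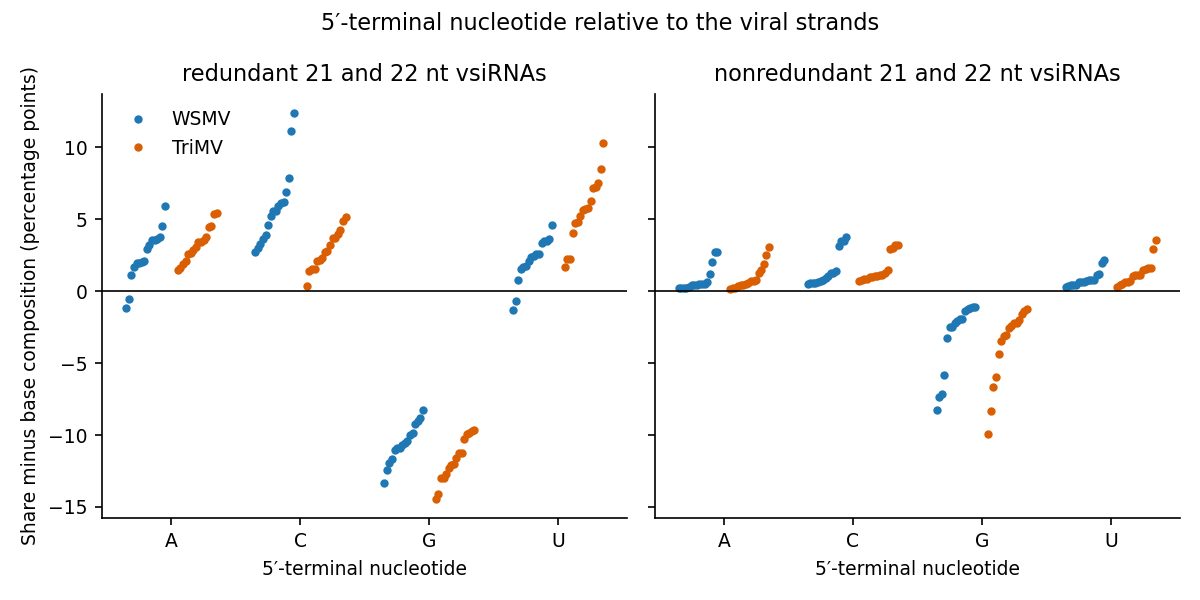
Share of each 5′-terminal nucleotide minus the base composition of the viral strands (y axis, percentage points) for A, C, G and U (x axis), in redundant and nonredundant 21 and 22 nt vsiRNAs. Each point is 1 size class of 1 virus in 1 library, 16 per virus and nucleotide, in ascending order. G lies under 0 in all of them.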

**Figure 4:**
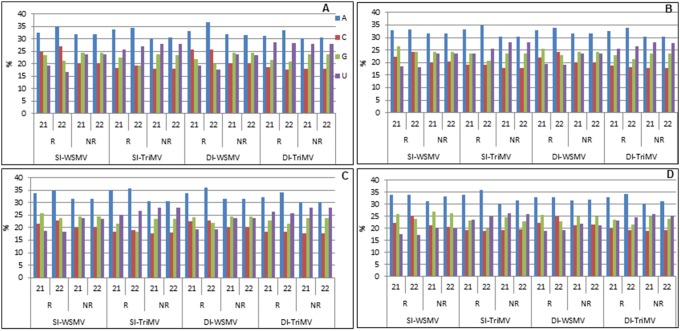
Histograms showing the 5′-terminal nucleotide of 21- and 22 nt redundant (R) and nonredundant (NR) vsiRNAs in WSMV-, TriMV-, and WSMV plus TriMV-infected wheat cvs. Arapahoe and Mace at 18°C and 27°C. SI: single infection; DI: double infection. A: Arapahoe at 27°C; B: Arapahoe at 18°C; C: Mace at 27°C; D: Mace at 18°C.

We also analyzed nonredundant vsiRNAs for the 5′-terminal nucleotide from all the samples. 

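Among nonredundant 21 and 22 nt vsiRNAs, A made up 27.9 to 30.6% for WSMV and 29.4 to 32.4% for TriMV. U made up 28.0 to 29.9% and 29.5 to 32.8%, C 22.9 to 26.1% and 21.5 to 23.8%, and G 14.2 to 21.2% and 11.0 to 19.5%. The lowest G share was that of 22 nt TriMV vsiRNAs in singly infected Mace at 18°C.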

In WSMV- and/or TriMV-infected samples, the predominant 5′-terminal nucleotide of nonredundant 21 and 22 nt vsiRNAs was A (30 to 33%), followed by G (23 to 27%), U (20 to 28%), and C (18 to 22%) (Fig. 4). These data suggest that nucleotide A was moderately predominant and nucleotide C was the least predominant 5′-terminal nucleotide in nonredundant vsiRNAs (Fig. 4).

### Distribution of vsiRNAs in the genomes of WSMV and TriMV

Because a large number of WSMV- and TriMV-derived redundant vsiRNAs accumulated in infected wheat, the distribution of 21 to 24 nt vsiRNAs along the corresponding genomic RNAs of WSMV or TriMV was examined to reveal any hot- and cold-spot regions for vsiRNAs. A region of 5 nt or more without any 21 to 24 nt vsiRNA reads was considered to be a ‘cold-spot’, and a peak with more than 50,000 reads was considered to be a hot-spot for vsiRNAs.

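Coverage counts the 21 to 24 nt vsiRNA reads of either strand over each position of the assembled sequences. Their numbering was set after a comparison with the paper's coordinates, so uncovered positions shared with the paper are not independent of it. In Arapahoe at 18 and 27°C and Mace at 27°C, 0 positions were uncovered. The lowest coverage of any position in these groups was 54 for WSMV, in doubly infected Arapahoe at 18°C, and 13 for TriMV, in singly infected Arapahoe at 18°C. Median coverage ranged from 8331 to 23572 for WSMV and from 4933 to 14147.5 for TriMV. Median coverage in Mace at 18°C was 26 for WSMV and 62 for TriMV in single infections, and 165 and 88 in the double infection.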

The genomes of WSMV and TriMV were covered completely with both plus and minus-sense polarity vsiRNAs of 21 to 24 nt in all the samples, except in Mace at 18°C. In Mace at 18°C, fewer vsiRNAs accumulated, especially in single infections with a few cold-spots without vsiRNAs in the genomes of WSMV and TriMV. WSMV-derived vsiRNAs in Mace at 18°C covered most of the genomic RNA except nt 2719, 3503 to 3505, 3843 to 3844, and 5475 to 5478. However, in doubly infected Mace at 18°C, WSMV-derived vsiRNAs covered the entire genomic RNA (Fig. 5). 

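In singly infected Mace at 18°C, 36 positions of WSMV were uncovered. Stretches of at least 5 nt were found at nt 4144 to 4148 and 6836 to 6851, both in the coding region. Shorter ones lay at nt 2719, 3503 to 3505, 3562, 3843 to 3844, 4984, 6493 to 6495, 7472 and 9382 to 9384. Positions 5475 to 5478 were covered by 1 read. When plus-sense and minus-sense vsiRNAs were considered separately, the number of cold-spots moved most, to 28 on the plus and 30 on the minus strand. At a median coverage of 26, a stretch without reads can also arise by sampling.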

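In doubly infected Mace at 18°C, 1 position of WSMV was uncovered and no cold-spot was found. Positions 2719, 3503 to 3505 and 3843 to 3844 had a median coverage of 15, 17 and 17.5 there.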

In singly and doubly infected Arapahoe at 18°C and 27°C and Mace at 27°C, WSMV vsiRNAs covered the entire RNA genome with a substantially increased number of vsiRNAs in certain genomic hot-spot regions (see below).

**Figure 5:**
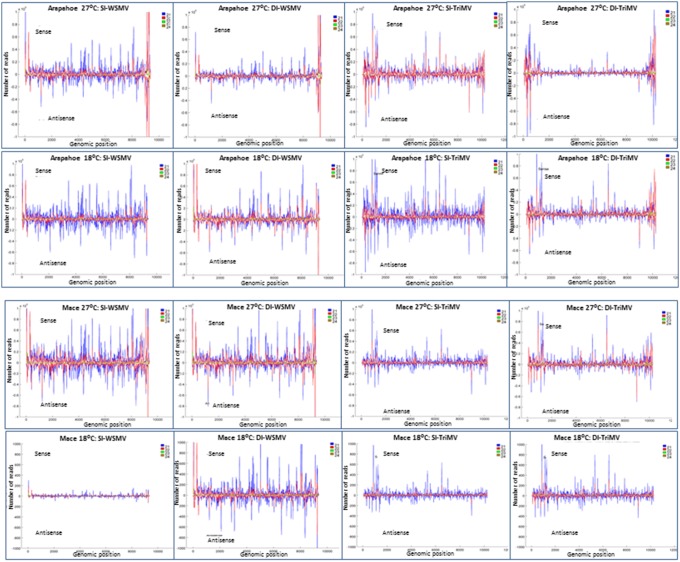
Distribution of 21 to 24 nt redundant vsiRNAs throughout the genomes of WSMV and TriMV in wheat cv. Arapahoe and Mace at 18°C and 27°C. The vsiRNA reads greater than 50,000 were considered as hot-spots. Note that a different scale was used for vsiRNAs in Mace at 18°C.

Even though more TriMV-specific vsiRNAs accumulated in singly infected Mace at 18°C compared with those of WSMV (Table 3), six cold-spot regions of a 5 to 28 nt stretch were found in the TriMV genome. 

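Of the stretches of TriMV without reads in singly infected Mace at 18°C, 2 were at least 5 nt long, at nt 1 to 28 in the 5′ untranslated region and nt 8565 to 8572 in the coding region. Together they held 36 positions. Their match to the paper's coordinates is not independent, because the numbering was set after that comparison. Coverage over nt 1398 to 1418 was 28 to 154 reads, over nt 3141 to 3155 25 to 51 reads, over nt 7357 to 7362 22 to 27 reads and over nt 7686 to 7690 2 to 24 reads. By strand, 12 cold-spots were found on the plus and 12 on the minus strand.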

The cold-spot regions found in the TriMV genome in singly infected Mace at 18°C corresponded to nt 1 to 28, 1398 to 1418, 3141 to 3155, 7357 to 7362, 7686 to 7690 and 8565 to 8572. The locations of cold-spot regions in the TriMV genome were conserved in singly and doubly infected Mace at 18°C. In TriMV-infected Mace at 18°C, single digit vsiRNA reads were found in nt representing 29 to 87, but fewer vsiRNA reads covered this region in double infections. 

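In doubly infected Mace at 18°C, TriMV coverage was 0 to 3 reads over nt 1 to 28 and 2 to 4 reads over nt 8565 to 8572. Nucleotide 1 and nt 2385 to 2387 were uncovered. Over nt 29 to 87, the median coverage was 11 reads in single infection and 13 reads in double infection, and the highest coverage was 34 and 92 reads.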

Though a large number of TriMV-derived vsiRNAs accumulated in singly and doubly infected Arapahoe at 18°C and 27°C and Mace at 27°C, vsiRNAs accumulated only in single-digit numbers in corresponding cold-spot regions found in Mace at 18°C.

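In the other groups, the median TriMV coverage of nt 1 to 28 ranged from 71.5 reads in singly infected Arapahoe at 18°C to 1201 reads in doubly infected Mace at 27°C. For nt 8565 to 8572 it ranged from 216 to 558 reads. In singly infected Arapahoe at 27°C, the median coverage was 8321 reads over nt 1398 to 1418, 5136 over nt 3141 to 3155, 5113.5 over nt 7357 to 7362 and 2581 over nt 7686 to 7690.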

Nonredundant vsiRNAs of WSMV and TriMV covered the entire respective genomic RNAs in all the samples, except in singly infected Mace at 18°C (Fig. S1). Similar cold-spot regions were found in the TriMV genome with respect to redundant and nonredundant vsiRNAs.

### Hot-spots for vsiRNAs in the genomes of WSMV and TriMV

In WSMV and/or TriMV-infected Arapahoe at 18°C and 27°C and Mace at 27°C, 6.3 to 16.2 million reads of 20 to 25 nt plus- and minus-sense vsiRNAs accumulated in each virus infected sample (Table 3). Several peaks representing multiple vsiRNA reads were found along the plus and minus-sense genomic RNAs of WSMV and TriMV (Fig. 5). The location of peaks with respect to position in the WSMV or TriMV genome was conserved in singly and doubly infected wheat cultivars at 18°C and 27°C. However, the number of vsiRNA reads varied among different treatments of WSMV or TriMV (Fig. 5).

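Across genome positions, coverage was compared between all pairs of libraries with the same virus. For WSMV, Spearman's rho had a median of 0.952 over 28 pairs (0.890 to 0.984). For TriMV, the median was 0.949 over 28 pairs (0.830 to 0.982). Counting 5′ ends in place of coverage moved the lowest values most, to 0.704 for WSMV and 0.758 for TriMV, in pairs that include Mace at 18°C. Neighboring positions share reads and are not independent replicates, so no p is given. The paper states that the location of the peaks was conserved between treatments while their reads varied.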

A clear difference in size and composition of vsiRNA peaks was observed between WSMV-infected Arapahoe 18°C and 27°C samples (Fig. 5). 

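Peak coverage of WSMV was taken by size class and strand. Over nt 9100 to 9131 in singly infected Arapahoe at 27°C, it was 366771 reads of 22 nt and 348029 reads of 21 nt on the plus strand. Over nt 9231 to 9291, it was 410550 reads of 22 nt and 364612 reads of 21 nt on the minus strand. In the double infection, the plus-strand peak of the first region reached 247650 reads of 22 nt and 242359 reads of 21 nt, and the minus-strand peak of the other region reached 408367 and 388429 reads. On the plus strand over nt 9231 to 9291, 21 nt vsiRNAs were more numerous, with 294927 against 168108 reads in single and 210194 against 118003 reads in double infection.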

In singly and doubly infected Arapahoe at 27°C, two large vsiRNA peaks were clustered predominantly with 22 nt vsiRNAs toward the 3′ end of the genomic RNA between nt 9100 to 9131 and 9231 to 9291 (Fig. 5). However, much smaller peaks were observed at similar locations with 21 and 22 nt vsiRNAs in Arapahoe at 18°C. Similar hot-spots, as observed in Arapahoe at 27°C, were also found in singly and doubly infected Mace at 27°C (Fig. 5).

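At the same positions in singly infected Arapahoe at 18°C, plus-strand coverage over nt 9100 to 9131 peaked at 33317 reads of 22 nt and 62423 reads of 21 nt. Minus-strand coverage over nt 9231 to 9291 peaked at 40537 and 66377 reads. In singly infected Mace at 27°C, the first region peaked at 108530 reads of 22 nt and 131998 reads of 21 nt on the plus strand. The other region peaked at 177882 and 178980 reads on the minus strand.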

Several vsiRNA hot-spots in the TriMV genome were also found in singly and doubly infected Arapahoe at 18°C and 27°C and Mace at 27°C (Fig. 5). 

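A hot-spot was counted where the coverage by 1 size class on 1 strand exceeded 50000 reads, with touching positions merged. For TriMV, 13 hot-spots were found in singly infected Arapahoe at 27°C, 21 in Arapahoe at 18°C and 4 in Mace at 27°C. Double infections held 16, 15 and 15. For WSMV, 19 were found in each singly infected Arapahoe library and 44 in Mace at 27°C, and 12, 20 and 29 in the double infections. The highest TriMV peak was at nt 865 to 886 in the coding region, with 184664 reads of 21 nt in singly infected Arapahoe at 18°C. The total of 227 depended on the threshold, and it was 781 at the lower and 58 at the higher of the thresholds tried.

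**Figure D5:**
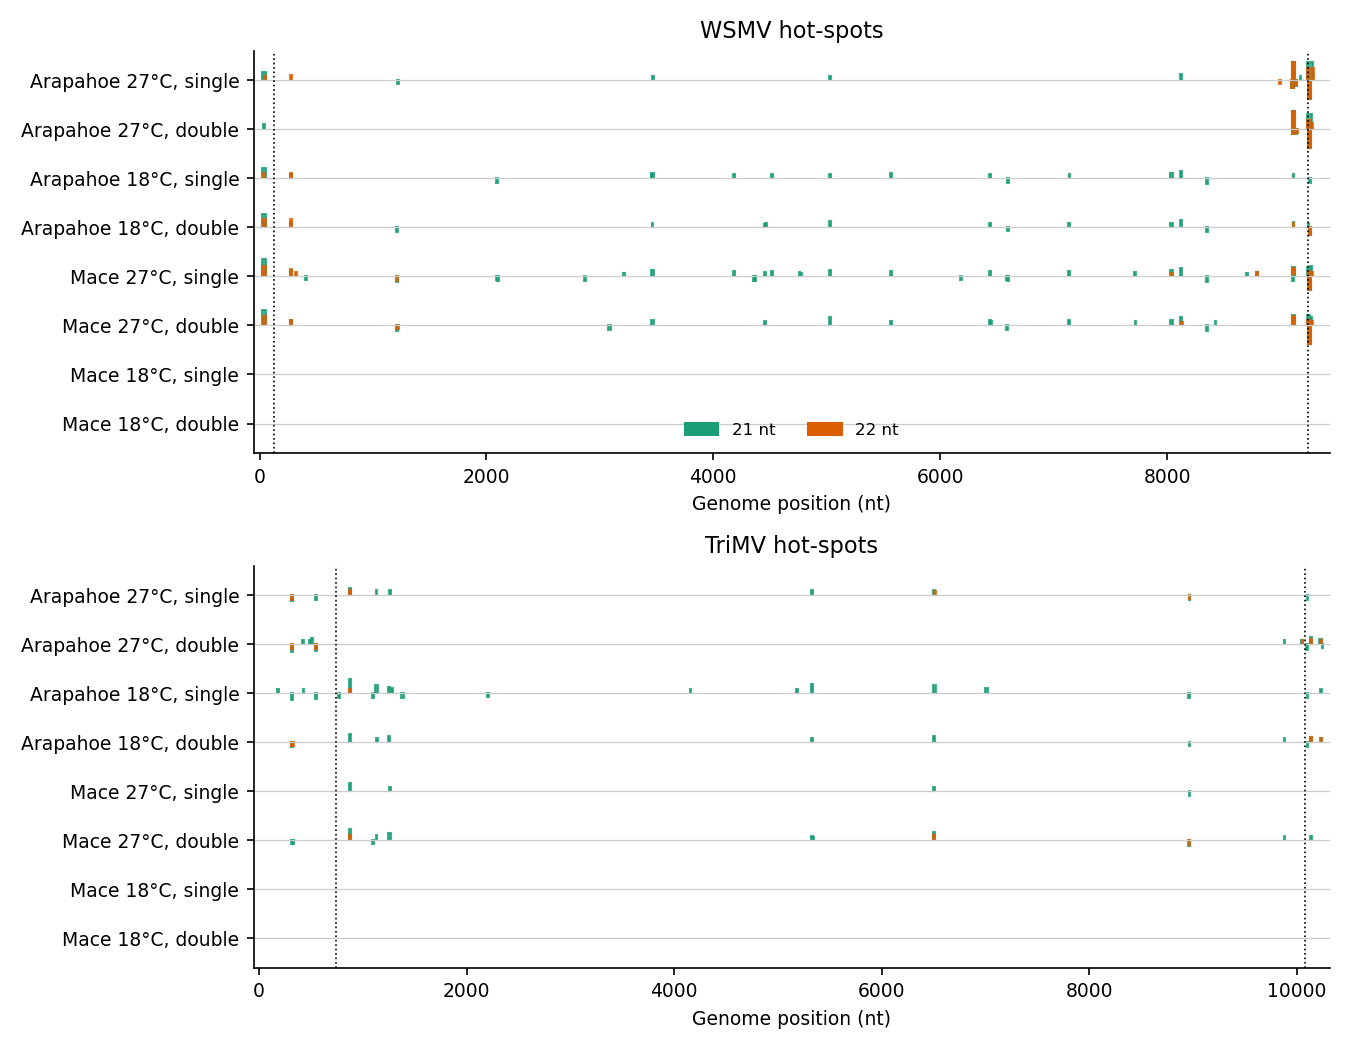
Hot-spots of 21 and 22 nt vsiRNAs (color) along the genomes of WSMV and TriMV (x axis, nt), with 1 line per library (y axis). Bars above a line are plus-sense and bars under it minus-sense, their height follows the peak coverage up to a fixed maximum, and narrow hot-spots are widened to be visible. Dotted lines mark the start and end of the open reading frame, and Mace at 18°C has 0 hot-spots.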

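Hot-spots of TriMV that overlapped on either strand or in either size class were merged into places, and places between nt 2000 and 9000, a range chosen after the positions had been seen, were counted as internal. In singly infected Arapahoe, 3 internal places were found at 27°C, around nt 5320 to 5336, 6497 to 6512 and 8956 to 8969. At 18°C there were 7. In the double infections, 0 remained at 27°C and 3 at 18°C.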

The hot-spots were spread throughout the TriMV genome in singly infected Arapahoe at 18°C and 27°C. However, internal hot-spots in the TriMV genome disappeared in doubly infected Arapahoe at 27°C and were reduced to 3 in Arapahoe at 18°C (Fig. 5). In Mace at 27°C, two internal hot-spots were detected in singly infected TriMV, but the number of hot-spots increased toward the termini of genomic RNA in the doubly infected sample (Fig. 5).

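Internal TriMV places in singly infected Mace at 27°C lay at nt 6497 to 6511 on the plus strand (63297 reads) and nt 8958 to 8969 on the minus strand (59012 reads). In the double infection, 4 internal places were found among 12. The places near the 3′ end in that library were nt 9873 to 9874 with 53190 reads and nt 10128 to 10141 with 59488 reads.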

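In Mace at 18°C, the WSMV region of nt 9100 to 9131 had a median coverage of 233.5 reads in single and 1306 reads in double infection. Of the positions of the genome, 99.3% and 98.5% had a lower coverage. Over nt 9231 to 9291 the median coverage was 204 and 903 reads.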

In singly and doubly infected Mace at 18°C, fewer WSMV- and TriMV-derived vsiRNAs accumulated due to its temperature sensitive-resistance, and peaks with fewer vsiRNAs were found at the same position as in Mace at 27°C (Fig. 5).

## Discussion

Synergistic interactions among unrelated viruses in plants have been well-documented [2], but the mechanisms behind these interactions have not been deciphered. It has been postulated that the combination of silencing suppressor proteins of two unrelated viruses additively counteract host RNA silencing defense mechanisms, leading to an effective co-invasion of plants by unrelated viruses [2], [5], [6]. In this study, the endogenous sRNA and vsiRNA profiles in singly and doubly infected wheat cultivars were examined in an effort to understand the role of RNA silencing on synergistic interaction between WSMV and TriMV in wheat.

Even though WSMV and TriMV are distantly related type members of two distinct genera in the family *Potyviridae* [47], [48], co-infection of these two viruses interacted synergistically in wheat cultivars Arapahoe and Tomahawk and in Mace at 27°C [8], [52]. We found a large number of WSMV and TriMV-derived vsiRNAs accumulated in singly and doubly infected Arapahoe at both temperatures (18°C and 27°C) and in Mace only at 27°C, indicating that virus infection triggered antiviral RNA silencing responses in these hosts. Additionally, accumulation of abundant vsiRNAs in doubly infected wheat cultivars shows that the presence of two silencing suppressors did not inhibit the biogenesis of virus-derived small RNAs. Our previous work demonstrated that silencing suppressor proteins of WSMV and TriMV repressed host RNA silencing by inhibiting production of vsiRNAs [55], [56]. Taken together, these data suggest that synergism results from events that occur downstream of vsiRNA biogenesis; hence, synergistic interaction and RNA silencing are likely unrelated.

*A. thaliana* and rice encode four and eight DCL proteins, respectively [33], [34]; however, there is no information on the numbers and roles of DCL proteins in wheat. The roles of four *A. thaliana* DCL proteins in the biogenesis of 21 to 24 nt vsiRNAs have been thoroughly characterized [61]: DCL2 and DCL4 produces 22 nt and 21 nt vsiRNAs, respectively, while DCL3 is involved in the biogenesis of 24 nt vsiRNAs in the absence of DCL4 and DCL2 [23], [36]. In healthy Arapahoe and Mace, 24 nt endogenous sRNAs are the most predominant, followed by 21, 22, and 23 nt. However, virus infections caused a dramatic shift in the accumulation of endogenous sRNAs and 21 nt became the most prevalent size class in all hosts, except in Mace at 18°C, which is resistant to infection and accumulates the lowest levels of viral RNA [8], [53]. Virus infections also caused an increased accumulation of 22 nt endogenous sRNAs in singly and doubly infected plants compared to healthy wheat cultivars, except in Mace at 18°C. Our data indicate that WSMV and/or TriMV infections up-regulated production of 21 and 22 nt sRNAs and down-regulated biogenesis of 24 nt endogenous sRNAs. The shift in the profile of endogenous sRNAs is greater in doubly infected than in singly infected plants. These data suggest that in the absence of virus infection, DCL3 is involved in the biogenesis of 24 nt endogenous sRNAs, but it appears that virus infection changes DICER preference to DCL4 and DCL2 for the biogenesis of 21 and 22 nt endogenous sRNAs, respectively. It is conceivable that in healthy plants, DCL1 and DCL3 are active in regulating growth and development, but upon virus infection, plants shift to DCL2 and DCL4 to protect from invading viral pathogens.

Plants have evolved to tolerate biotic and abiotic stress by reprogramming gene expression via the biogenesis of endogenous small RNAs [62]. The up-regulation of endogenous 21 and 22 nt sRNAs and down-regulation of 24 nt sRNAs in virus-infected wheat cultivars suggests that biogenesis of endogenous sRNAs is reprogrammed in virus-infected wheat. This hypothesis is further supported as increased differential accumulation of 21, 22, and 24 nt sRNAs was observed in a doubly infected susceptible wheat cultivar with essentially no change in singly and doubly infected temperature-sensitive resistant wheat cv. Mace at 18°C. It has been reported that stress-induced sRNAs might down-regulate their target genes [63], which may encode negative regulators of stress responses. Conversely, down-regulation of small RNAs in response to stress might cause increased accumulation of their target mRNAs, leading to a positive contribution to stress adaptation. Identification of the target genes for 21, 22, and 24 nt endogenous sRNAs in wheat is beyond the scope of this work. Future research would decipher the target genes of these endogenous sRNAs, enabling better understanding of host-virus interactions. Alternatively, down-regulation of endogenous 24 nt sRNAs could be directly induced by virus infection or could result indirectly from changes in gene expression in response to virus infection.

In RNA silencing, 21 and 22 nt vsiRNAs play a crucial role in combating viral infections [30]. In WSMV- and TriMV-infected plants, 93 to 98% of vsiRNAs are composed of 21 and 22 nt. Double infections in Arapahoe at 18°C and 27°C and Mace at 27°C induced severe symptoms [8] and caused an increased accumulation of vsiRNAs compared to single infections (Fig. 1). In singly and doubly infected Arapahoe, 20 to 25 nt vsiRNAs accumulated at 91 to 120% and 87 to 142% of endogenous sRNAs, respectively, indicating efficient biogenesis of vsiRNAs in doubly infected Arapahoe. In contrast, vsiRNAs in singly and doubly infected Mace at 27°C accumulated at substantially elevated levels of 100 to 176% and 138 to 215%, respectively, of endogenous sRNAs. These data suggest that compared to Arapahoe, the host defense system in Mace at 27°C effectively counteracted invading viruses by processing viral RNAs into vsiRNAs, thus causing a surge in the production of vsiRNAs. These data, together with increased accumulation of vsiRNAs in doubly infected wheat cultivars in Northern blots (Fig. 1) further suggest that synergism and vsiRNA accumulation are most likely not related.

Polarity analysis of redundant vsiRNAs of WSMV and TriMV from singly and doubly infected plants revealed that the plus-sense vsiRNAs were predominant than the minus-sense, suggesting that the majority of vsiRNAs were generated from plus-sense genomic RNAs. In contrast, the plus- and minus-sense nonredundant vsiRNAs exhibited stark differences between WSMV and TriMV infection with symmetrical and asymmetrical accumulation, respectively. The polarity of nonredundant vsiRNAs might give some cues on the vsiRNA biogenesis: WSMV nonredundant vsiRNAs originate from viral dsRNAs and subsequent biogenesis of redundant vsiRNAs might be a combination of primary vsiRNAs from dsRNAs and secondary vsiRNAs by host RDRs. It is possible that TriMV-specific vsiRNAs were generated using the latter method. Several studies indicate that cloned vsiRNAs are predominantly plus-sense polarity in nature compared to those of minus-sense polarity as exemplified in *Turnip mosaic virus* [64], *Potato virus* X [65], and *Citrus tristeza virus* [66]. The polarity of vsiRNAs of *Rice stripe virus* are host dependent [67] and some other viruses produced an approximately equal ratio of plus- and minus-sense polarity [for eg. 68–71].

The 5′-terminal nucleotides of vsiRNAs determine the vsiRNA loading preference into specific AGO complexes: vsiRNAs with a 5′-terminal U nucleotide preferentially load into the AGO1 complex, nucleotide A into AGO2 and AGO4, and C into AGO5 [72]–[75]. The 5′ nucleotide in 32 to 37% of vsiRNAs in singly and doubly infected plants of two wheat cultivars is an A. The 5′-nucleotide of vsiRNAs of WSMV and TriMV approximately followed the nucleotide composition of their genomic RNAs with A(32%)>U(24%)>C(20%)>G(24%) in WSMV and A(30%)>U(28%)>C(18%)>G(24%) in TriMV. Hence, there is no preferential accumulation of vsiRNAs based on 5′ nt. In TriMV and WSMV, vsiRNAs with 5′-nucleotide A and U comprise about 56 to 58%; these vsiRNAs might preferentially load into wheat homologs of AtAGO1, AtAGO2 and AtAGO4.

vsiRNAs were generated from most of the genomic RNAs of WSMV and TriMV in wheat cultivars, suggesting that DCL enzymes target most of genomic RNAs. However, some regions of the WSMV and TriMV genomes were found to be hot-spots for preferential excessive vsiRNA accumulation of more than 50,000 reads. More hot-spot regions in the genomes of TriMV and WSMV were found in singly and doubly infected wheat at 18°C than 27°C, suggesting that DCL enzymes at 18°C preferentially cleave more regions than at 27°C. In addition to hot-spot regions, we also found several cold-spot regions of 5 to 21 nt long in the genomic RNA of TriMV with no vsiRNA reads. In the WSMV genome, though no cold-spot regions were found, some regions had fewer reads than others. The genomic regions with hot- and cold-spots for vsiRNAs might depend on the accessibility of RNA to DCL enzymes, or the visRNAs may preferentially accumulate by associating with AGOs or with the silencing suppressor. The hot-spot regions of genomic RNA might have extensive secondary structures that are favorable for easy access to DCL enzymes. The WSMV and TriMV genomic regions with hot-spot regions were folded into stem-and-loop structures in the mFOLD program (data not shown). However, the *in* *vivo* nature of these secondary structures needs to be verified by probing with nuclease treatment.

## Supporting Information

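Fig. S1 plots each distinct vsiRNA sequence once, so a position covered by many copies of a sequence counts no more than a position covered by 1 copy. The total of distinct 20 to 25 nt sequences in the libraries of Arapahoe at both temperatures and Mace at 27°C ranged from 63191 to 75211 for WSMV and from 58435 to 75201 for TriMV.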

Figure S1 **Distribution of nonredundant vsiRNAs throughout the genomes of WSMV and TriMV in wheat cv. Arapahoe (a) and Mace (b) at 18°C and 27°C.**
(PPTX) Click here for additional data file.

Table S1 **Total number of small RNA (host and virus-derived) reads and bases obtained by deep sequencing from healthy and WSMV and/or TriMV-infected wheat cultivars.**
(DOCX) Click here for additional data file.

Table S2 **Normalization of small RNAs reads (host and virus) accumulated in healthy and WSMV and/or TriMV-infected wheat cultivars Arapahoe and Mace at 18°C and 27°C against total small RNA reads accumulated in Arapahoe at 18°C.**
(DOCX) Click here for additional data file.

# Supplementary material for: Dynamics of Small RNA Profiles of Virus and Host Origin in Wheat Cultivars Synergistically Infected by Wheat Streak Mosaic Virus and Triticum Mosaic Virus: Virus Infection Caused a Drastic Shift in the Endogenous Small RNA Profile
**Source:** PLoS One. 2014 Nov 3;9(11):e111577. doi: 10.1371/journal.pone.0111577
**Supplement:** Figure S1 — Distribution of nonredundant vsiRNAs throughout the genomes of WSMV and TriMV in wheat cv. Arapahoe (a) and Mace (b) at 18°C and 27°C.

## Slide 1
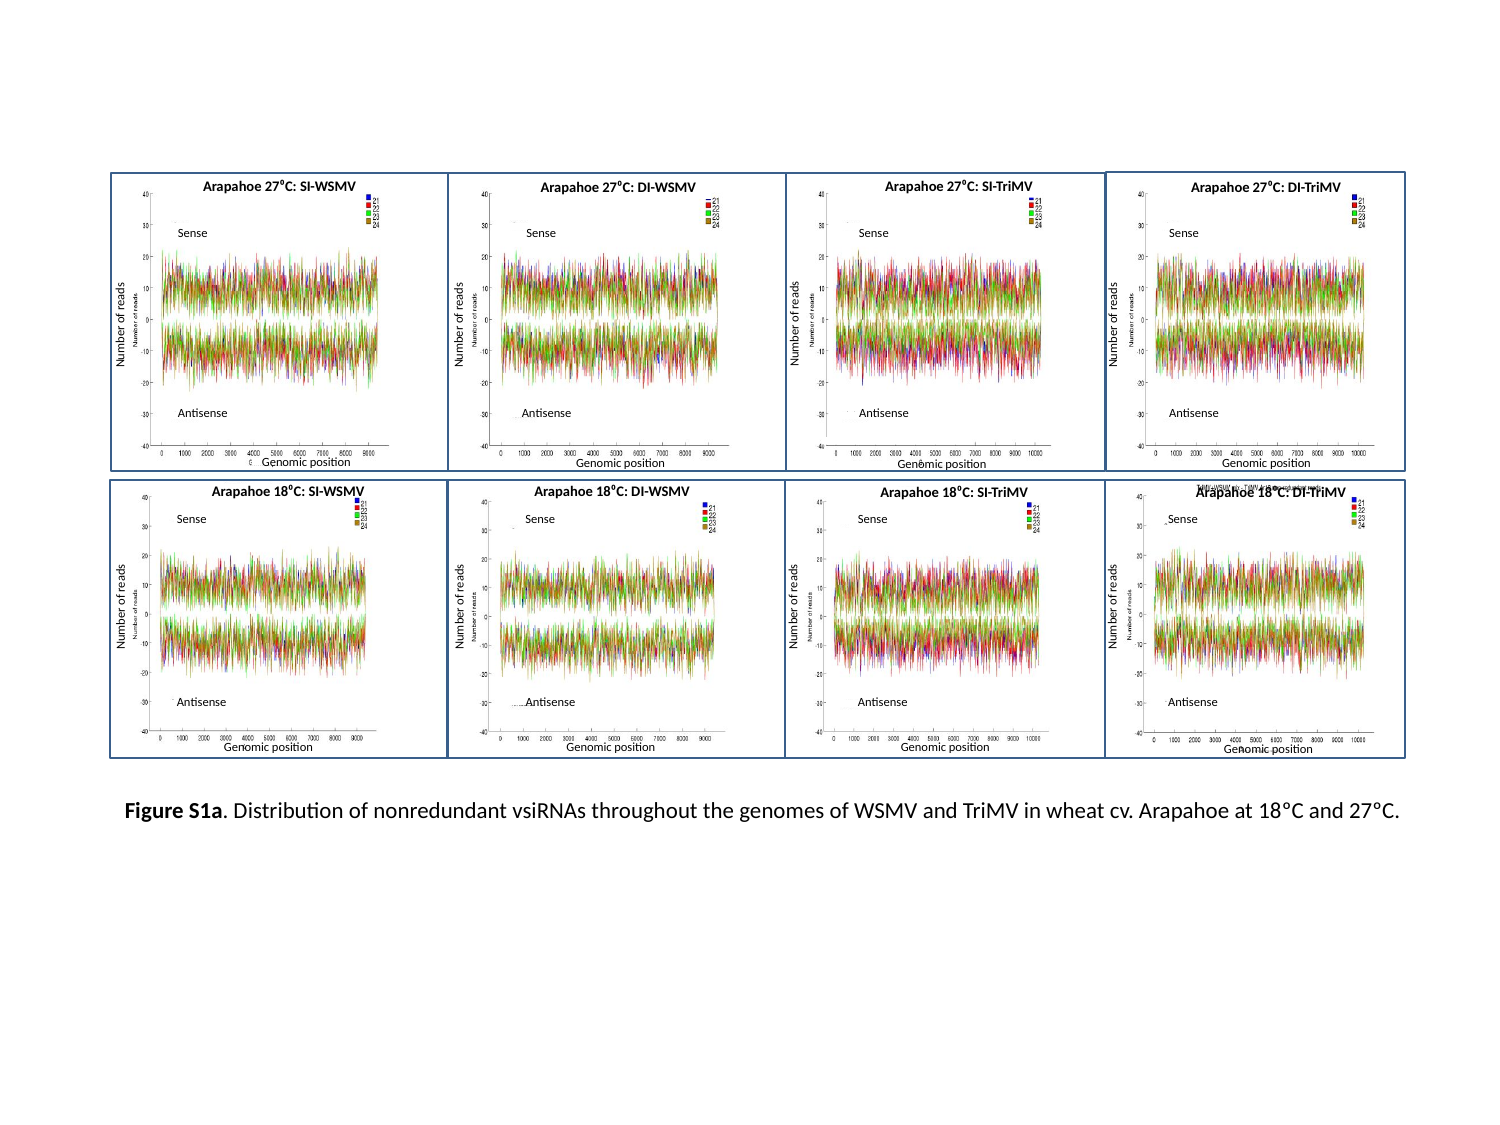

Arapahoe 27⁰C: SI-TriMV
Arapahoe 27⁰C: SI-WSMV
Arapahoe 27⁰C: DI-WSMV
Arapahoe 27⁰C: DI-TriMV
Sense
Sense
Sense
Sense
Number of reads
Number of reads
Number of reads
Number of reads
Antisense
Antisense
Antisense
Antisense
Genomic position
Genomic position
Genomic position
Genomic position
Arapahoe 18⁰C: SI-WSMV
Arapahoe 18⁰C: DI-WSMV
Arapahoe 18⁰C: DI-TriMV
Arapahoe 18⁰C: SI-TriMV
Sense
Sense
Sense
Sense
Number of reads
Number of reads
Number of reads
Number of reads
Antisense
Antisense
Antisense
Antisense
Genomic position
Genomic position
Genomic position
Genomic position
Figure S1a. Distribution of nonredundant vsiRNAs throughout the genomes of WSMV and TriMV in wheat cv. Arapahoe at 18ºC and 27ºC.

## Slide 2
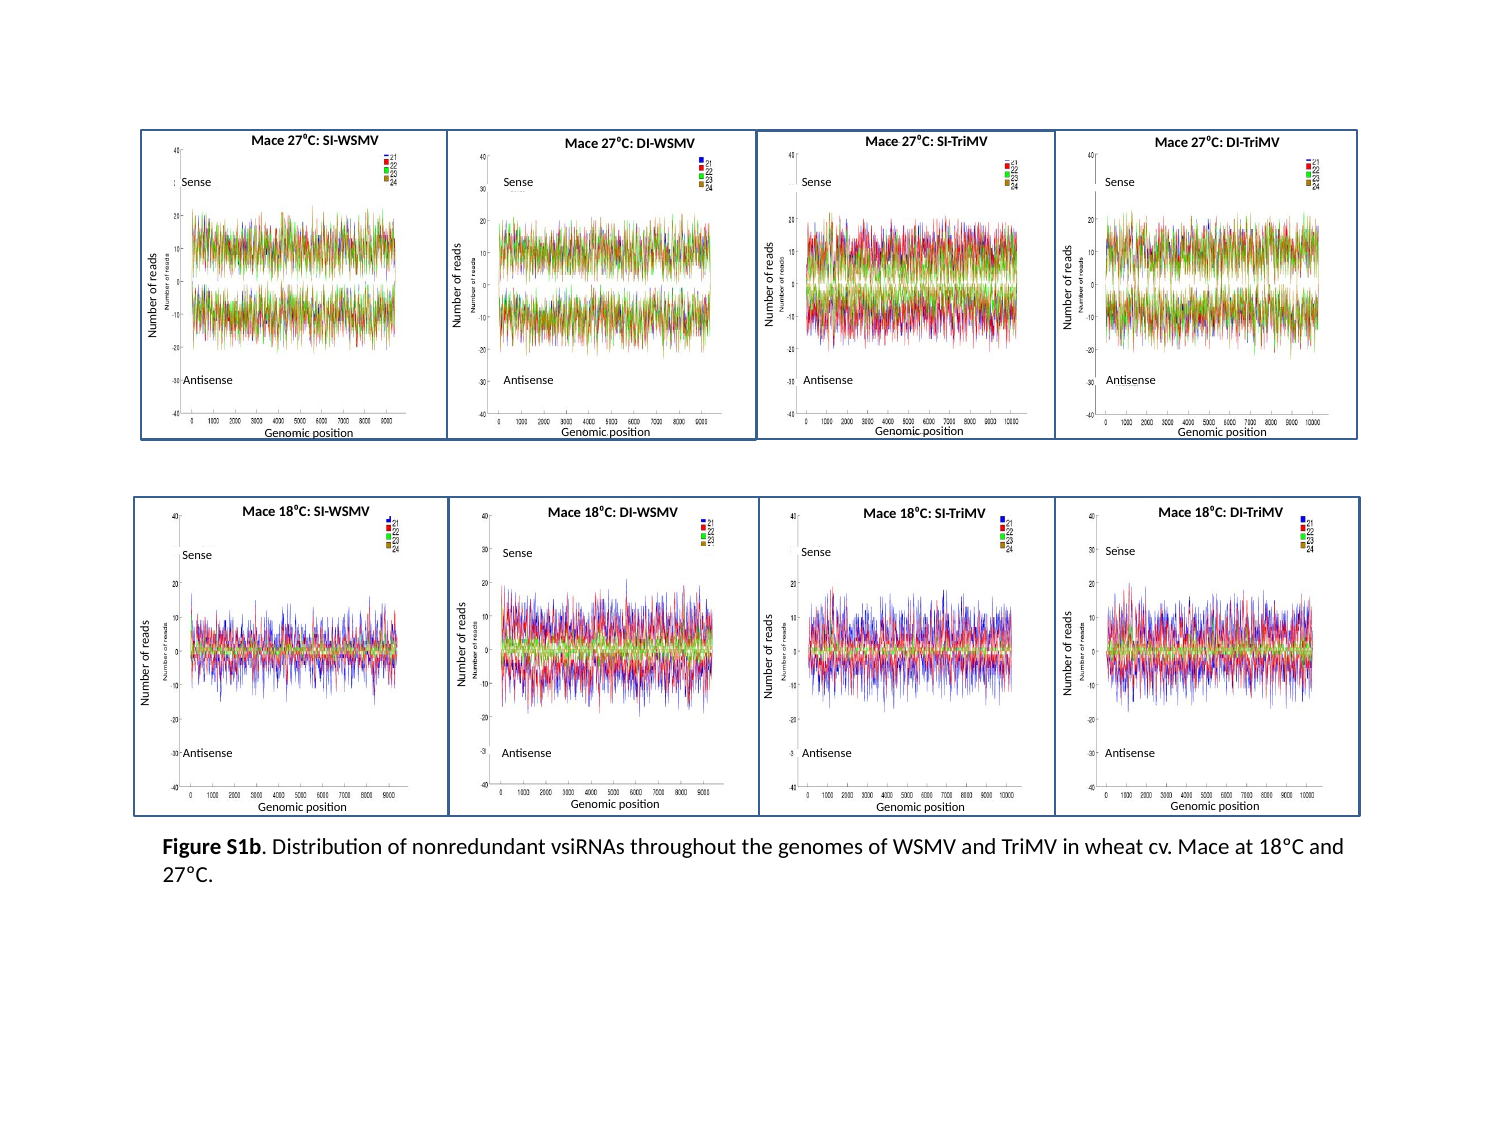

Mace 27⁰C: SI-WSMV
Mace 27⁰C: SI-TriMV
Mace 27⁰C: DI-TriMV
Mace 27⁰C: DI-WSMV
Sense
Sense
Sense
Sense
Number of reads
Number of reads
Number of reads
Number of reads
Antisense
Antisense
Antisense
Antisense
Genomic position
Genomic position
Genomic position
Genomic position
Mace 18⁰C: SI-WSMV
Mace 18⁰C: DI-WSMV
Mace 18⁰C: DI-TriMV
Mace 18⁰C: SI-TriMV
Sense
Sense
Sense
Sense
Number of reads
Number of reads
Number of reads
Number of reads
Antisense
Antisense
Antisense
Antisense
Genomic position
Genomic position
Genomic position
Genomic position
Figure S1b. Distribution of nonredundant vsiRNAs throughout the genomes of WSMV and TriMV in wheat cv. Mace at 18ºC and 27ºC.

# Supplementary material for: Dynamics of Small RNA Profiles of Virus and Host Origin in Wheat Cultivars Synergistically Infected by Wheat Streak Mosaic Virus and Triticum Mosaic Virus: Virus Infection Caused a Drastic Shift in the Endogenous Small RNA Profile
**Source:** PLoS One. 2014 Nov 3;9(11):e111577. doi: 10.1371/journal.pone.0111577
**Supplement:** Table S1 — Total number of small RNA (host and virus-derived) reads and bases obtained by deep sequencing from healthy and WSMV and/or TriMV-infected wheat cultivars.

| Sample | Number of Reads | Total Bases |
| --- | --- | --- |
| Ar 18 | 39,352,733 | 1,028,143,088 |
| Ar 27 | 34,431,333 | 877,348,058 |
| Ma 18 | 38,124,697 | 1,024,696,936 |
| Ma 27 | 37,745,815 | 919,539,552 |
| Ar 18 WSMV | 36,559,768 | 891,060,970 |
| Ar 27 WSMV | 37667851 | 906052244 |
| Ma 18 WSMV | 36579349 | 951769816 |
| Ma 27 WSMV | 37500390 | 854080729 |
| Ar 18 TriMV | 36324551 | 886678591 |
| Ar 27 TriMV | 30663323 | 743704643 |
| Ma 18 TriMV | 36496702 | 955228883 |
| Ma 27 TriMV | 35369287 | 841846587 |
| Ar 18 WSMV+TriMV | 33784820 | 775725345 |
| Ar 27 WSMV + TriMV | 30210869 | 684722624 |
| Ma 18 WSMV + TriMV | 32392404 | 913470351 |
| Ma 27 WSMV + TriMV | 35129928 | 785695509 |
|  |  |  |
| Total | 568,333,820 | 14,039,763,926 |

Table S1. Total number of small RNA (host and virus-derived) reads and bases obtained by deep sequencing from healthy and WSMV and/or TriMV-infected wheat cultivars.

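Table S1 counts reads and bases after adapter removal. Summed over the lengths of all reads, the deposited counts gave 877348058 bases in healthy Arapahoe at 27°C, 1028143088 in healthy Arapahoe at 18°C and 684722624 in doubly infected Arapahoe at 27°C. These equal the bases of Table S1. The deposited reads of these libraries, 34301010, 39309484 and 29746114, were fewer than the reads that Table S1 lists. The number of distinct sequences ranged from 2901162 in TriMV-infected Mace at 27°C to 5965154 in WSMV-infected Arapahoe at 27°C.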

Ar: Wheat cultivar Arapahoe; MA: Wheat cultivars Mace; 18: Plants incubated at 18ºC; 27: plants incubated at 27ºC.

# Supplementary material for: Dynamics of Small RNA Profiles of Virus and Host Origin in Wheat Cultivars Synergistically Infected by Wheat Streak Mosaic Virus and Triticum Mosaic Virus: Virus Infection Caused a Drastic Shift in the Endogenous Small RNA Profile
**Source:** PLoS One. 2014 Nov 3;9(11):e111577. doi: 10.1371/journal.pone.0111577
**Supplement:** Table S2 — Normalization of small RNAs reads (host and virus) accumulated in healthy and WSMV and/or TriMV-infected wheat cultivars Arapahoe and Mace at 18°C and 27°C against total small RNA reads accumulated in Arapahoe at 18°C.

| Description | Total Number of reads | Normalization factor |
| --- | --- | --- |
| Arapahoe 18ºC | 39309484 | 1.000 |
| Arapahoe 27ºC | 34301010 | 1.146 |
| Mace 18ºC | 38095968 | 1.032 |
| Mace 27ºC | 37714903 | 1.042 |
| Ar 18ºC-WSMV | 36523144 | 1.076 |
| Ar 27ºC -WSMV | 37644014 | 1.044 |
| Ma 18ºC- WSMV | 36343728 | 1.082 |
| Ma 27ºC- WSMV | 37475000 | 1.049 |
| Ar 18ºC -TriMV | 36305953 | 1.083 |
| Ar 27ºC- TriMV | 30644540 | 1.283 |
| Ma 18ºC- TriMV | 36462928 | 1.078 |
| Ma 27ºC-TriMV | 35333897 | 1.113 |
| Ar 18ºC -WSMV + TriMV | 33726241 | 1.166 |
| Ar 27ºC -WSMV + TriMV | 29746114 | 1.321 |
| Ma 18ºC -WSMV + TriMV | 32366800 | 1.215 |
| Ma 27ºC- WSMV + TriMV | 35104004 | 1.120 |

Table S2. Normalization of small RNAs reads (host and virus) accumulated in healthy and WSMV and/or TriMV-infected wheat cultivars Arapahoe and Mace at 18ºC and 27ºC against total small RNA reads accumulated in Arapahoe at 18ºC.

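Table S2 divides the total reads of healthy Arapahoe at 18°C by those of each library, so that the reads of all libraries are expressed at the depth of that library. The scaling changes read numbers between libraries. Shares within a library, such as the percentages of Tables 2, 3 and 4, are unaffected.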

Ar: Arapahoe; Ma: Mace

How the deposited data were processed for this re-analysis (not part of the article)

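Small RNAs of fully expanded upper leaves, harvested 16 days after inoculation, were sequenced from healthy, WSMV-infected, TriMV-infected and doubly infected wheat of cultivars Arapahoe and Mace at 18 and 27°C. There were 16 libraries, 1 per condition. The authors deposited counts: for each library, every distinct read sequence with the number of times it was read. Before counting, the authors removed adapters and trimmed low-quality bases. The deposited counts were neither normalized, aligned to a genome nor filtered by read length, and they hold host and viral reads together. Reads with uncalled bases were still present and were left out here. The library totals, counted before this, equal the totals of Table S2 in 16 of 16 libraries.

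Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used. Reference genomes of the viruses were not used here. The viral sequences were assembled from singly infected Arapahoe at 27°C by extending k-mers of 20 down to 15 nt with a count of at least 5, after subtracting 20 times the count in the healthy library, where the best extension exceeded the next by more than 2 times. Contigs of at least 150 nt were joined by their longest overlap, with 12 nt as the setting. WSMV and TriMV were each joined from 2 contigs. The settings of the assembly were adjusted until full-length sequences were reached. The ends of the sequences, and so the numbering of positions, were set after the uncovered positions had been compared with the coordinates in the paper. A comparison of uncovered positions with those coordinates is therefore not independent of them.

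Reads of 18 to 26 nt identical to 1 position of only 1 virus were counted as vsiRNAs, and reads without a match to either virus with up to 1 mismatch as endogenous sRNAs. The matching was tested on simulated data: 99.95% of 2000 reads without and 99.95% of 2000 reads with 1 substitution were recovered, and 0% of 2000 reads with 2 substitutions and 0% of 1000 random reads were matched. Libraries held 29746114 to 39309484 reads. At this depth the counting error of a share is small, and the variation between plants, which 1 library per condition cannot show, is not included in the 95% Wilson intervals. The floor was 3 reads.

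Size profiles were compared with the healthy library of the same cultivar and temperature by the chi-square test of the paper on percentages. The 21, 22 and 24 nt shares were compared by exact permutation tests, two-sided, within the 3 groups of Arapahoe at both temperatures and Mace at 27°C. The plus-sense shares of the viruses were compared by exact sign flips over 8 pairs, two-sided. Other comparisons are described without a test. Cold-spots are stretches of at least 5 nt without a 21 to 24 nt vsiRNA on either strand, and hot-spots are stretches where the coverage by 1 size class on 1 strand exceeds 50000 reads. The range of nt 2000 to 9000 for internal hot-spots was chosen after their positions had been seen.

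Distinct endogenous sequences of 20 to 25 nt at a minimum of 5 CPM (counts scaled to a common library size) in at least 3 libraries were tested between 3 healthy and 9 infected libraries with edgeR's quasi-likelihood test, TMM normalization and the cultivar and temperature group as covariate, at a Benjamini-Hochberg adjusted p of 0.05. Sequences named in the text are the 2 with the largest rise and the 2 with the largest fall past that threshold that changed the same way in every infected library against the healthy library of its group. How a comparison of 0 with 0 reads enters this rule was corrected after a first result had been seen. On simulated data with 200 changed sequences, 0.5% were recovered at a log2 change of 2 and 84.5% at a log2 change of 4, with 5.06% of calls false. The larger change was added after the smaller had been tried. In the real data 6315 of 14060 sequences passed the threshold, and those that fell had a median log2 change of -1.41. The simulation had far fewer changed sequences, so its percentages do not carry over to the real test.

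Alternatives concerned the size window, distinct sequences in place of reads, mismatches to the viruses, the most abundant sequences, single reads, the viral sequence from Mace, scaling, strands, thresholds and leaving out each group. An alternative with the first base in the orientation of the genomic RNA, and another that left out sequences sharing 14 nt with a virus, were added after the data had been seen. Sequencing dates were not used here. The number of uncalled bases and the longest read differ between libraries and were examined as signs of a batch. The longest read was 75 nt in healthy Arapahoe at 27°C and TriMV-infected Arapahoe at 18°C and 35 nt in the others, and these libraries share no comparison that could be made within them. Blot data were not analysed here.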

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

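The tests of explanations in this part were chosen only after the results had been seen. Of 17 groups of libraries examined for an outlying library, 5 had one, and by chance about 1 in 20 groups would. The groups share libraries and size classes that sum to 100%, so the 5 are not independent of each other.

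In healthy Mace at 27°C, the 20 nt share (10.2%) and the 25 nt share (9.82%) of endogenous sRNAs lay far from those of the other 3 healthy libraries, of which the next were 7.23 and 7.67%. With the 100 most abundant endogenous sequences left out, the ratio of gap to range was 0.849 for 20 nt and 0.620 for 25 nt, against a critical value of 0.829. The effect of a few abundant sequences is therefore undecided. A further candidate explanation is a larger share of fragments of other RNAs, which spread over all sizes: 18, 19 and 26 nt reads together made up 28.7% in this library and 18.8 to 21.8% in the other healthy libraries. The ratio of gap to range for these sizes together was 0.703, under the critical value. Taken by size, the 18 nt share lay apart, at 11.9% against at most 6.89% (ratio 0.835), while the 19 nt and 26 nt shares lay less far apart, with ratios of 0.270 and 0.653. The 20 and 25 nt shares were also high in TriMV-infected Mace at 27°C (12.3 and 11.5%), but not in WSMV infection (7.00 and 6.04%) or double infection (6.56 and 4.82%) there. Cultivar and temperature are the only biological difference in the design between the healthy libraries, and with 1 library per condition the pattern cannot be told apart from either technical explanation.

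Among 6 libraries of Arapahoe at both temperatures and Mace at 27°C, WSMV vsiRNAs of singly infected Arapahoe at 18°C had the highest 21 nt share (71.7%, next 62.6%) and the lowest 22 nt share (23.3%, next 31.3%). With the 100 most abundant vsiRNAs of each library left out, the ratio of gap to range fell to 0.453 for 21 nt and 0.564 for 22 nt, under the critical value of 0.625. The 21 nt share remained the highest, at 68.9% against 62.8% in the next library, and the 22 nt share the lowest, at 25.2% against 31.1%. In distinct sequences, both shares lay inside the range of the other libraries (25.0% within 23.2 to 26.8%, and 23.1% within 22.3 to 24.8%). That comparison decides little, because the number of distinct 21 nt sequences was close to its maximum in singly infected Arapahoe at 27°C. The 6 libraries are also of different conditions and are not replicates. The pattern cannot be told apart from an effect of a few abundant vsiRNAs, nor, with 1 library, from a difference between libraries.

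The plus-sense share of 22 nt WSMV vsiRNAs was 49.9% in doubly infected Arapahoe at 27°C and at least 52.2% in the other 5 libraries. Without the 100 most abundant vsiRNAs of each library it was 51.4%, inside the range of 50.8 to 52.2% of the others. A few abundant vsiRNAs are therefore a candidate explanation, and no biological explanation was tested.

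WSMV reads were found in libraries of plants inoculated with TriMV alone, which the paper does not report. Scaled to 1e6 reads of 18 to 26 nt, there were 4.87 in Arapahoe at 27°C, 69.9 in Arapahoe at 18°C, 3.10 in Mace at 27°C and 59.9 in Mace at 18°C, against 3.36, 1.90, 1.44 and 3.42 in the healthy libraries of these groups. At 18°C, the positions and sizes of these reads were described best by the library of WSMV-infected Mace at 27°C for Arapahoe and by that of doubly infected Mace at 27°C for Mace. The smaller margin over the next library was 9.15 natural log units. Carry-over from 1 library into both was not shown, since the best libraries differ, and it cannot be ruled out. The library of WSMV-infected Arapahoe at 18°C described the reads worse than the best one by at least 97.7 log units, but that of doubly infected Arapahoe at 18°C by only 29.8 for Mace (113 for Arapahoe), and copies of a sequence were counted as independent reads. WSMV infection of the sampled plants therefore cannot be ruled out either. The lower values at 27°C were not tested for their source.

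In Arapahoe, the 21 nt vsiRNA share differed between 27 and 18°C by -9.80 percentage points for WSMV and -14.7 for TriMV in single infection, and by 1.58 and 1.22 in double infection, in the opposite direction. The difference between single and double infection was not tested, since each value rests on 1 library per temperature. No technical explanation was tested for the pattern as a whole, and the single infection with WSMV at 18°C is the outlying library described above.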

How the results depend on the processing

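No explanation of a change in this part was tested, and the alternatives were chosen before the data were examined, except the orientation of the first base and the removal of sequences sharing 14 nt with a virus, which were chosen after the data had been seen. Over 71 results and 29 settings, 335 comparisons were made. A tested result was taken as unchanged when it kept its direction and its side of the threshold, a number of sequences or regions when it stayed within 1.5 times, and a share when it stayed within a margin of its counting error or kept its value. This held in 202 comparisons. In 16 the result was weaker, in 6 stronger, in 3 reversed, and in 108 it moved further. In the 39 comparisons with the viral sequence from Mace, where the sequences are identical, 0 results changed. That is set by the identity of the sequences and shows no stability.

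The chi-square test on read counts passed the threshold in Mace at 18°C (34486 in WSMV, 11352 in TriMV and 33081 in double infection) and in TriMV-infected Mace at 27°C (509528). TriMV-infected Mace at 27°C also passed it with distinct sequences (12.8) and without the 100 most abundant sequences (11.6), and TriMV-infected Arapahoe at 27°C no longer did with 18 to 26 nt reads (11.0, p = 0.201 in the chi-square test). The cause was not tested.

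Leaving out a group lowers the number of assignments, so that p cannot fall below 0.0625 for infected against healthy and 0.111 for double against single infection. With Arapahoe at 27°C, Arapahoe at 18°C and Mace at 27°C left out in turn, the differences were -17.4, -18.8 and -19.5 percentage points for 24 nt, 14.8, 13.7 and 14.4 for 21 nt, and 4.12, 4.53 and 4.36 for 22 nt. The exact permutation p was 0.0625 in each, except 0.125 for 22 nt without Arapahoe at 27°C and without Mace at 27°C. For double against single infection they were -6.50, -5.41 and -7.13 for 24 nt, with exact permutation p of 0.111, 0.222 and 0.111. All kept their direction. In distinct sequences the last difference was -12.6 with p = 0.0741 in the exact permutation test. Without Mace at 18°C, the plus-sense difference of 21 nt vsiRNAs was 2.03 percentage points with p = 0.0625 in the exact permutation test over 6 pairs, where the smallest p is 0.0312.

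When a mismatch to the virus was allowed, the median 21 nt share of vsiRNAs was 61.2%, the temperature difference of the 22 nt TriMV share was 14.3 percentage points, and the increment of TriMV in Mace at 18°C was 1.62. The median 5′ A and G shares became 31.6 and 11.3%. Scaling to endogenous reads gave increments of 5.83 for WSMV and 1.34 for TriMV. In distinct sequences, the ratio of double to single infection for TriMV in Mace at 27°C reversed, to 0.824, although distinct TriMV vsiRNAs were more numerous in the double infection, so that this is no reversal of accumulation. The 5′ shares were 29.5% A, 23.0% C, 18.6% G and 29.6% U. In the orientation of the genomic RNA they were 33.8, 20.6, 22.8 and 21.5%. The causes were not tested.

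Cold-spots on 1 strand alone were more: 47 on the plus and 47 on the minus strand in total, 28 and 30 for WSMV and 12 and 12 for TriMV in singly infected Mace at 18°C, and 7 and 5 for TriMV in the double infection. Hot-spots numbered 34 by 5′ ends, 781 at the lower and 58 at the higher threshold. Summed over viruses and infections, Arapahoe held 75 hot-spots at 18°C and 60 at 27°C, a difference of 15. In single infection, the numbers at 18 and 27°C were 19 and 19 for WSMV and 21 and 13 for TriMV. In double infection, they were 20 and 12 for WSMV and 15 and 16 for TriMV. The summed difference reversed by 5′ ends (-20) and at the higher threshold (-9), and was 77 at the lower. The cause was not tested.

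With the lower minimum of 1 CPM, 24694 endogenous sequences passed the threshold (20255 up, 4439 down). Leaving out Arapahoe at 18°C, Arapahoe at 27°C and Mace at 27°C gave 2663 (1970 up, 693 down), 2547 (2398 up, 149 down) and 3233 (2367 up, 866 down). Without the covariate, 999 fell. The cause was not tested. Of the 126 comparisons of 28 further results, 56 were unchanged, 68 moved, 1 was weaker and 1 is the reversed ratio given above. The weaker one is the fall of CATCGAGTAGACCCAGTTATTG without the covariate (log2 change -3.90, adjusted p = 0.065 in edgeR's test). In the leave-out fits and in DESeq2, not all named sequences had an adjusted p.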

Differences from the paper's values

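Of 271 values compared with the paper's, 16 differed by more than 1.5 times. In singly infected Mace at 18°C, TriMV cold-spots numbered 2 against the paper's 6. With 1 mismatch allowed there were also 2, and on the plus or minus strand alone 12, so none of the alternatives set before the data were examined closed the gap. WSMV reads of 18 to 26 nt in a healthy library numbered 15 in Mace at 27°C against the paper's 25, and 26 in Arapahoe at 18°C against the paper's 40. TriMV reads of 18 to 26 nt in a healthy library numbered 14 in Arapahoe at 18°C against the paper's 29. With up to 1 mismatch, the only alternative set before the data were examined for these counts, they were 24, 40 and 24, and no longer differed by that measure.

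For WSMV 21 nt vsiRNAs with 5' G, percent, and WSMV 21 nt vsiRNAs with 5' U, percent, the values in singly infected Arapahoe at 27°C were 12.1 and 29.6 against the paper's about 23 and about 19 in Fig. 4, read by eye. In doubly infected Arapahoe at 27°C they were 10.9 and 30.9 against the paper's about 22 and about 19 in Fig. 4, read by eye. For WSMV 22 nt vsiRNAs with 5' G, percent, and WSMV 22 nt vsiRNAs with 5' U, percent, they were 9.96 and 29.3 against the paper's about 21 and about 17 in single infection, and 8.98 and 29.8 against the paper's about 20 and about 18 in double infection, in Fig. 4, read by eye. For TriMV 21 nt vsiRNAs with 5' G, percent, the values were 9.02 in single and 9.88 in double infection against the paper's about 22 and about 21 in Fig. 4, read by eye. For TriMV 22 nt vsiRNAs with 5' G, percent, they were 6.95 and 8.37 against the paper's about 19 and about 21 in Fig. 4, read by eye. The figure was read after these shares had been computed. Of the alternatives set before the data were examined, counting distinct sequences brought these shares within 1.5 times of the paper's, except the 22 nt U shares of WSMV, and allowing 1 mismatch did not. The viral sequence from Mace is identical and so leaves them as they are. The first base in the orientation of the genomic RNA, an alternative chosen after seeing the values, brought all of them within that measure.

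The paper ranks A first and C last at the 5′ end of TriMV vsiRNAs. Here U was the most frequent base in 12 of 16 combinations of library and size class, and G the least frequent in 16 of 16. For WSMV the paper places C or G second, and G was the least frequent in 16 of 16. In nonredundant vsiRNAs the paper places G second, and in distinct sequences the median G share was 18.6%, under the 23.0% of C. In the orientation of the genomic RNA, chosen after seeing the values, redundant TriMV vsiRNAs had 31.4 to 35.7% A and 17.5 to 19.7% C, and in redundant WSMV vsiRNAs U was the least frequent base, at 16.8 to 19.6%.

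The paper reports a moderate plus-sense excess of nonredundant TriMV vsiRNAs. The share was 50.5 to 51.3% in Arapahoe at both temperatures and Mace at 27°C, at most 3.65 percentage points from the paper's values over all libraries. Distinct vsiRNA sequences in these groups were more numerous than in Table 5, for example 66826 for WSMV in singly infected Arapahoe at 27°C.

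The paper describes few reads in the TriMV cold-spot regions in the groups with many vsiRNAs. The median coverage there was 71.5 reads or more. It places TriMV cold-spots at the same locations in single and double infection of Mace at 18°C, and in the double infection 0 cold-spots were found here, with a median coverage of 2 reads or more over each of the 6 regions. Over nt 29 to 87, where the paper describes fewer reads in the double than in the single infection, the median coverage was 13 in double and 11 in single infection. The paper's Discussion finds cold-spots in the WSMV genome to be absent, while its Results mention a few in both genomes in Mace at 18°C, and 2 were found here for WSMV in singly infected Mace at 18°C, the longer of 16 nt. For WSMV in singly infected Mace at 18°C, the paper lists fewer uncovered positions than the 36 found here, and nt 5475 to 5478 were covered by 1 read. In the double infection, where the paper describes complete coverage, 1 position was uncovered.

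The paper describes the WSMV peaks near the 3′ end in Arapahoe at 27°C as mainly of 22 nt. In single infection, the plus-sense peak over nt 9100 to 9131 was 348029 reads of 21 nt and 366771 reads of 22 nt, and the minus-sense peak over nt 9231 to 9291 was 364612 and 410550 reads. The plus-sense peak over nt 9231 to 9291 was mainly of 21 nt, with 294927 reads against 168108 reads of 22 nt.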

Other observations

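Of 21 tests named in this section, 12 were chosen only after the result had been seen. In this part these are the tests of regions that give few vsiRNAs, of TriMV reads in healthy Mace, of the 23 nt class and of base-call errors among sequences that change, and the orientation of the first base was itself an alternative chosen after the shares had been seen, though its test was written before it was run.

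The low G share at the 5′ end of vsiRNAs was tested against explanations in the library preparation. In virus reads of 18, 19 and 26 nt, the median G share was 13.0%, between the 10.7% of 21 and 22 nt vsiRNAs and the 22.3% of the strand composition. A bias of the 5′ adapter ligation therefore cannot be told apart from a property of the vsiRNAs. With the 100 most abundant vsiRNAs of each library left out, the G share stayed under the composition by a median difference of -9.32 percentage points, which goes against a few abundant sequences as the cause. With the first base in the orientation of the genomic RNA, 29 of 32 U and C shares of TriMV lay within the paper's ranges, against 0 of 32 with the first base of the read. The orientation of minus-sense reads is a candidate explanation for the difference from the paper.

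Reads that match the assembled TriMV sequence cover 4 of the paper's 6 TriMV cold-spots in Mace at 18°C. The TriMV totals differed from the paper's by 2.09 to 2.40%. Without the reads over the 8 edge positions of these 4 regions they still differed by up to 1.70%. A sequence difference at the edges is left undecided, since leaving out reads lowers any total and a difference elsewhere would leave a remainder. Over these regions and 8 libraries, the median share of genome positions with a lower coverage was 26.6%, so that coverage there was under the genome median but within the range of the rest of the genome, which goes against regions that give few vsiRNAs. For vsiRNAs as a percentage of endogenous sRNAs, the largest difference from the paper was 3.25 percentage points for TriMV and 0.145 for WSMV. The difference from the paper therefore lay mainly with TriMV. A sequence difference between the assembled TriMV and the paper's reference is a candidate explanation. It was not tested directly, because the reference genomes were not used here, and the cause remains open.

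Scaled to 1e6 reads of 18 to 26 nt, healthy Mace held 124 TriMV reads at 27°C and 38.5 at 18°C. Their positions and sizes were described best by the library of TriMV-infected Mace at 27°C and by that of TriMV-infected Arapahoe at 18°C, with a smaller margin of 39.3 natural log units over the next. Carry-over may account for these reads, and it cannot be told apart from other sources with a similar profile. No biological explanation was tested.

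In Mace at 18°C the plus-sense share of nonredundant vsiRNAs was higher than at 27°C. Drawing reads of Mace at 27°C down to the number at 18°C gave a median of 63.1% of the difference. In 3 of 4 cases the share at 18°C lay above the highest of 20 draws (53.3 against 51.4% and 51.2 against 50.8% for WSMV, 53.9 against 53.8% for TriMV in single infection), so that the number of reads gave part of the difference and the rest is undecided. Reads with 1 mismatch to a virus were most frequent in doubly infected Arapahoe at 27°C (6.13% for WSMV and 6.05% for TriMV). Reads 1 mismatch from abundant endogenous sequences were also most frequent there, at 5.90%, though healthy Arapahoe at 18°C was close at 5.51%, so that base-call errors of that lane are a candidate explanation.

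The fall of the 24 nt share in infected plants was tested against an effect of a few abundant sequences. In distinct sequences the difference was -24.1 percentage points, which goes against it. Library batches could not be tested fully, because the healthy Arapahoe libraries share a high number of uncalled bases. Among libraries of these groups with many uncalled bases, the share was 23.9% in TriMV-infected Arapahoe at 27°C against 39.7 and 40.6% in healthy Arapahoe. Among those with few, it was at most 25.4% in infected plants against 33.1% in healthy Mace at 27°C. The number of uncalled bases therefore does not account for the fall by itself, though each comparison has only 1 library on a side. Other differences between batches were not tested. The fall cannot be called biological on these data alone.

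In the 6 libraries with WSMV of Arapahoe at both temperatures and Mace at 27°C, 23 nt sRNAs made up 13.5 to 14.3% of endogenous sRNAs, against 8.41 to 10.1% in the 6 without, a difference of 4.75 percentage points (two-sided exact permutation test, p = 0.00926, the smallest p possible with 216 assignments). The paper gives the 23 nt shares in Table 2 and does not compare them between the viruses in its text. Leaving out sequences that share 14 nt with a virus gave 4.86, and distinct sequences 9.35 percentage points. Both go against virus-derived reads or a few sequences as the cause. A smaller share of 23 nt reads lay within a 24 nt sequence of the healthy library in WSMV than in TriMV infection (-17.3 percentage points), which goes against a shortening of 24 nt sRNAs. That comparison is limited, because 24 nt reads themselves were found in the healthy library less often in WSMV (41.3 to 54.6%) than in TriMV infection (57.4 to 62.0%). In sequences read at least 2 times the difference was 1.75 (p = 0.0463 in the exact permutation test) and the ranges overlapped. These 6 libraries all have few uncalled bases. Among libraries of the same groups with few uncalled bases, those without WSMV had 8.41 to 10.1%. The number of uncalled bases therefore does not account for the difference by itself. Other differences between library batches and reads of other organisms were not tested, and no biological explanation is drawn.

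Across distinct endogenous sequences, 14060 were tested between 3 healthy and 9 infected libraries. The WSMV, TriMV and double infections of a group were taken as repeats and share 1 healthy library, and no condition has a replicate. At an adjusted p of 0.05, 4057 rose and 2258 fell. The median log2 change was 3.64 among those that rose and -1.41 among those that fell, and 3037 and 1838 of them changed the same way in all 9 infected libraries. Of 100 splits drawn from the 220 possible splits of the 12 libraries, 1, the real one, gave as many. The other splits drawn gave 0 sequences each. They were not kept within groups and leave healthy libraries among the 9, so a real difference would raise their spread. They therefore do not show how many of the calls are false. In Mace at 18°C, the sequences that fell showed 9.10% of the median change in the other groups, and those that rose showed -3.48%. Mace at 18°C is compared with its own healthy library, so that a difference peculiar to the healthy Arapahoe libraries would not show there, and without Arapahoe at 27°C 149 fell. Such a difference therefore cannot be ruled out. Of the sequences that fell, 2.48% differ by 1 base from a sequence of the same length with at least 100 times their reads, against 3.32% of those not past the threshold, which goes against base-call errors of abundant sequences as the general cause. Scaling by the total of endogenous reads in place of TMM moved the median log2 change of all sequences from -0.13 to -0.49, and 3731 rose and 3002 fell.

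Among sequences that changed the same way in every infected library, the largest rises were those of GGTGACTCGGATGATGAATA (log2 change 11.87, adjusted p = 0.0149 in edgeR's test) and AGAAGATCTTGCACAAAGACT (11.76, adjusted p = 0.00706), both in 9 of 9 infected libraries. The largest falls were those of CATCGAGTAGACCCAGTTATTG (-4.10, adjusted p = 0.00545) and CATCGCGTAGACCCTGTTATTG (-3.78, adjusted p = 0.0073), both in 9 of 9. Without the covariate, the fall of CATCGAGTAGACCCAGTTATTG had an adjusted p of 0.065. The 2 that rose had 0 reads in every healthy library, so the size of their log2 changes has no measured base. In TriMV-infected Arapahoe, GGTGACTCGGATGATGAATA had only 4 reads at 27°C and 6 at 18°C. The origin of the 2 that rose is not known, and reads of another organism were not tested. The 2 that fell each differ by 1 base from CATCGAGTAGACCCTGTTATTG, the most abundant endogenous sequence. Per 1000 reads of that sequence, the first numbered 3.43 in healthy Arapahoe at 27°C and at most 1.15 in any other library, and the other 5.61 in healthy Arapahoe at 18°C and at most 0.539 in any other. Their falls cannot be told apart from base-call errors in these 2 libraries.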
